# Expansion of GA Dinucleotide Repeats Increases the Density of CLAMP Binding Sites on the X-Chromosome to Promote *Drosophila* Dosage Compensation

**DOI:** 10.1371/journal.pgen.1006120

**Published:** 2016-07-14

**Authors:** Guray Kuzu, Emily G. Kaye, Jessica Chery, Trevor Siggers, Lin Yang, Jason R. Dobson, Sonia Boor, Jacob Bliss, Wei Liu, Gerwald Jogl, Remo Rohs, Nadia D. Singh, Martha L. Bulyk, Michael Y. Tolstorukov, Erica Larschan

## Abstract

Dosage compensation is an essential process that equalizes transcript levels of X-linked genes between sexes by forming a domain of coordinated gene expression. Throughout the evolution of *Diptera*, many different X-chromosomes acquired the ability to be dosage compensated. Once each newly evolved X-chromosome is targeted for dosage compensation in XY males, its active genes are upregulated two-fold to equalize gene expression with XX females. In *Drosophila melanogaster*, the CLAMP zinc finger protein links the dosage compensation complex to the X-chromosome. However, the mechanism for X-chromosome identification has remained unknown. Here, we combine biochemical, genomic and evolutionary approaches to reveal that expansion of GA-dinucleotide repeats likely accumulated on the X-chromosome over evolutionary time to increase the density of CLAMP binding sites, thereby driving the evolution of dosage compensation. Overall, we present new insight into how subtle changes in genomic architecture, such as expansions of a simple sequence repeat, promote the evolution of coordinated gene expression.

## Author Summary

From stem cells to neurons, regulation of gene dosage is essential in all tissues and species in which it has been studied. Gene dosage must be balanced largely because it is critical to maintain the stoichiometry of components of multi-protein complexes that are encoded at diverse locations throughout the genome. The X-chromosome in many heterogametic species is a natural case where there is a seeming imbalance in gene dosage between sexes. How do cells correct imbalances in gene dosage? The key first step in dosage compensation across species is distinguishing the X-chromosome from the autosomes. Here we report a new mechanism by which newly evolved X-chromosomes become dosage compensated in *Diptera*: the expansion of simple GA dinucleotide repeats increases the density of the conserved CLAMP zinc finger protein that recruits the dosage compensation complex to the X-chromosome. Expansion of dinucleotide repeats can easily occur via slippage of DNA polymerase providing a simple mechanism for nucleating a domain of coordinated gene expression.

## Introduction

Changes in primary DNA sequence that occur over evolutionary time alter transcription factor occupancy on DNA [1,2]. Differential occupancy of transcription factors throughout the genome controls the essential gene regulatory programs that define growth and development [3]. Sex chromosome dosage compensation is a key model system with which to study this essential process because a large number of genes on a single chromosome are co-regulated to form a domain of coordinated gene expression [4,5]. However, little is understood about the evolutionary mechanisms that drive the differentiation of the sex chromosomes to ensure the specificity of this new domain.

Recent work demonstrated that the same mechanism of dosage compensation evolved independently across Dipterans, although the diverged sex chromosomes are not all derived from the same ancient chromosome [6]. This conserved mechanism increases the transcript levels of all active genes along the length of the male X-chromosome two-fold to equalize gene expression between males (XY) and females (XX) [6,7]. Because many different chromosomes evolved the same mechanism independently, we hypothesized that the ability of any *cis*-acting DNA sequences involved in this process to be easily generated is critical. For the past thirty years, it has been known that dinucleotide repeats are enriched on the *Drosophila* X-chromosome [8]. It was hypothesized that these repeats promote targeting of the dosage compensation machinery to the X-chromosome [8], yet the mechanism remained unknown.

In *Drosophila melanogaster*, the best studied *Dipteran* species, dosage compensation is mediated by the MSL (Male-Specific Lethal) complex that deposits H4K16ac, which is likely to increase transcript levels by opening chromatin to allow more rapid progression of RNA Polymerase II through gene bodies[7,9–11]. The MSL complex includes five protein components and two non-coding RNAs [12] and is recruited to X-linked Chromatin Entry Sites (CES) by 21-bp GA-rich DNA sequence elements called MREs (MSL Recognition Elements) [13]. MREs are 1.8 fold enriched on the X-chromosome compared with autosomes in both *D*. *melanogaster* and the distantly related *D*. *miranda*. Moreover, MREs have been acquired on the newly evolved *D*. *miranda* neo X-chromosome that is only 1 million years old compared with the ancient X-chromosomes that are 30 million years old [14]. The enrichment of MREs on the X-chromosome over evolutionary time likely occurred via a combination of transposon insertions, gene conversion, and errors in DNA replication [15–17].

Interestingly, the 21-bp MREs are much longer than most transcription factor binding sites that are on average 6 to 8-bp in length (http://the_brain.bwh.harvard.edu/uniprobe). Not only do MREs have an 8-bp highly conserved core sequence, but they also contain more degenerate flanking sequence outside of the core motif that is required for MSL complex recruitment [13]. Canonical MSL complex components do not directly interact with the MRE in a sequence specific manner, other than a low affinity interaction between the MSL2 protein and a single cytosine within the MRE[18,19]. Therefore, the mechanism by which the complete 21-bp MRE motif promotes MSL recruitment to the X-chromosome remained poorly understood.

We recently demonstrated that the CLAMP C2H2 zinc finger protein directly recognizes MRE sequences and is required for MSL complex recruitment, thereby providing the first link between MSL complex and the X-chromosome [20]. When CLAMP and MSL complex are colocalized, the occupancy of both factors is increased likely due to: 1) the deposition of the H4K16ac mark by MSL complex that opens chromatin to allow CLAMP to identify its binding sites more efficiently [9,20] and 2) physical association between CLAMP and MSL complex [21]. Moreover, the CLAMP protein occupies MREs on both the X-chromosome and autosomes and is enriched on the X-chromosome even in the absence of MSL complex [20]. Therefore, it is key to understand how the binding sites for CLAMP became enriched on the X-chromosome to promote specific X-identification for dosage compensation.

Here, we integrate biochemical, *in vivo*, and evolutionary approaches to provide new insight into how the X-chromosome likely evolved as a domain of coordinated gene regulation. First, CLAMP occupancy increases as the number of GA-repeats increases, a feature that provides a possible mechanism for easily generating new high affinity CLAMP binding sites. Second, the overall density of CLAMP occupancy is highest within the MSL complex CES, and the location of CLAMP binding sites relative to genes differs on the X-chromosome compared to autosomes, increasing X-specificity. Third, CLAMP and its DNA binding sequence are enriched on the X-chromosome across several distantly related species. Therefore, we provide support for a mechanism by which expansion of simple sequence repeats over evolutionary time increases the density of CLAMP within CES to drive the X-specificity of dosage compensation.

## Results

### CLAMP directly binds to a long GA-rich motif that is enriched at *in vivo* targets

Previously, we determined that the sequences flanking the 8-bp core of the 21-bp MRE are necessary for MSL recruitment [13] (Fig 1A: I). It was surprising that such an unusually long motif was required for MSL complex recruitment. Similarly, the CLAMP motif determined by our previous ChIP-seq analysis features an 8-bp core that is part of a longer GA-rich motif that is similar to the MRE [20] (Fig 1A: II). Therefore, we hypothesized that bases flanking the 8-bp core contribute to MSL recruitment because they are required for CLAMP binding, which then tethers the MSL complex to the X- chromosome.

**Fig 1:**
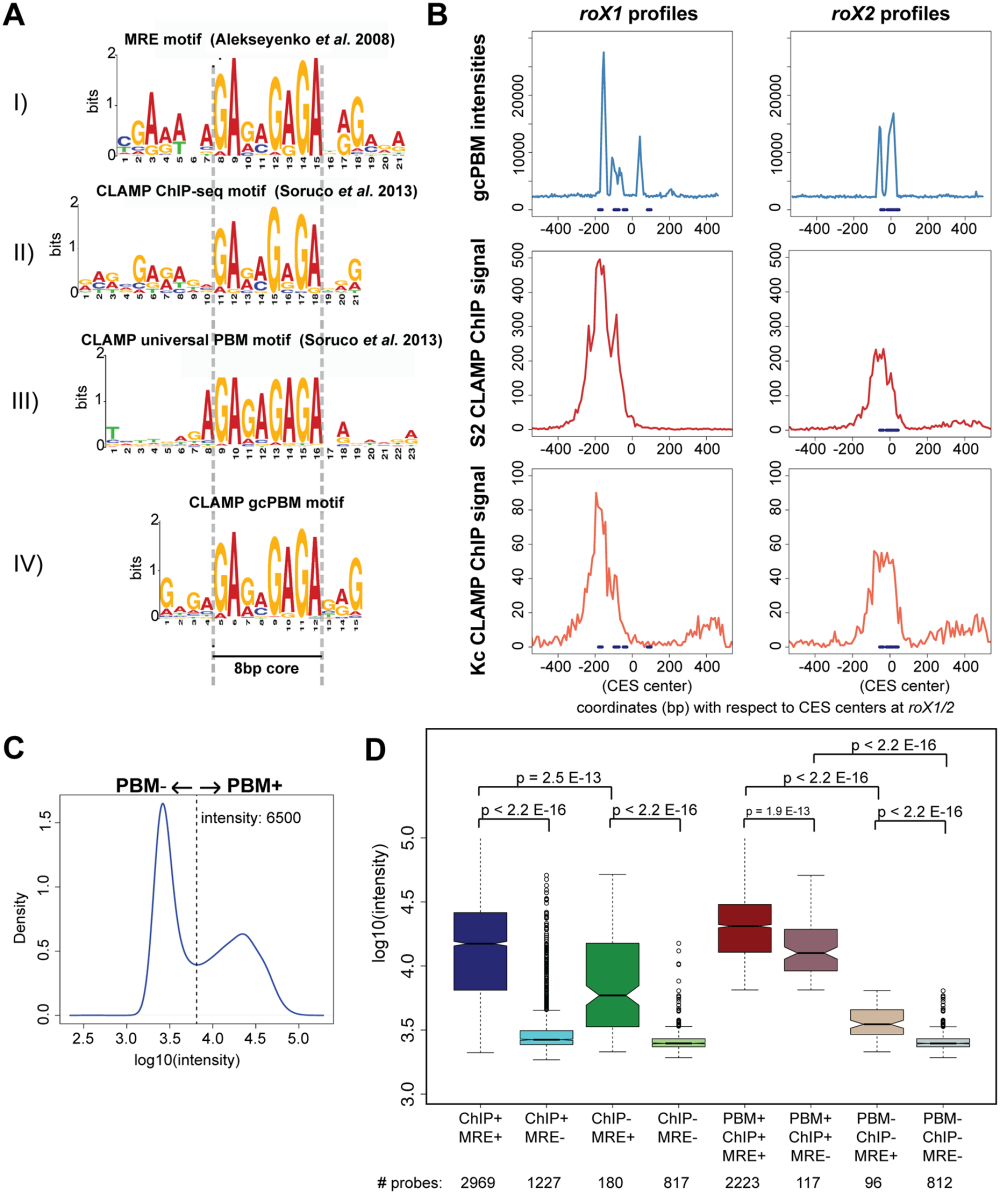
CLAMP directly binds to a long GA-rich motif that is enriched at *in vivo* targets. **A)** The following motifs are shown: I) MRE motif [13]. II) CLAMP *in vivo* motif derived from ChIP-seq data from S2 cells [20]; III) CLAMP *in vitro* motif derived from the uPBM [20] and IV) CLAMP *in vitro* motif that we derived from the custom gcPBM. The most conserved part of the motifs, their 8-bp core, is highlighted between two dashed lines. **B)** gcPBM intensities (intensity from genomic context PBM) (top) and CLAMP ChIP signal (input normalized RPKM: Reads per Kb per Million) for S2 (middle) and Kc (bottom) cells are plotted for 800 bp windows centered at each of two MSL complex CES (*roX1*, left, and *roX2*, *right*). MRE sequences are shown as blue dashes on each profile. **C)** A histogram of intensities from the gcPBM experiment. The intensity of 6500, between the two peaks of the bimodal distribution, is indicated with a dashed line. Probes with intensities higher than 6500 are designated PBM+ and those that are lower than 6500 are considered PBM-. **D)** Box plots are used to compare the intensities for probes sorted by whether they contain sequences that are bound or unbound from *in vivo* ChIP-seq data (ChIP +/-) and whether or not they conform to the previously characterized MRE motif (MRE+/-). In the right half of the panel, probes were resorted to add the category of bound or unbound on the PBM (PBM+/-). p-values for comparisons between categories are displayed above the relevant boxes, and the number of probes for each category are listed for each group. For each box plot used throughout this study, the collared box indicates that 95% percent confidence interval. If the notches at the center of the box are not overlapping, it indicates that two samples are statistically different from each other.

To determine the requirements for CLAMP binding directly to DNA, we compared *in vivo* and *in vitro* binding properties. We previously used a universal Protein Binding Microarray (uPBM) that contains all possible combinations of 10-mer sequences and additional flanking bases within a 36-bp variable probe sequence [20]. The uPBMs identified only a short 8-bp motif (Fig 1A: III) because they were not powered to determine the role of flanking DNA sequences due to insufficient coverage of longer binding sequences [20,22]. To better recapitulate *in vivo* binding, we therefore designed a custom genomic-context PBM (gcPBM) experiment [23] using sequences derived from CLAMP ChIP-seq binding sites (ChIP+) and control sequences not bound by CLAMP *in vivo* (ChIP-) (S1 Table). We expressed a GST-CLAMP fusion protein containing the predicted 6 tandem C-terminal zinc fingers of CLAMP for these analyses (a.a. 350–561) using *in vitro* transcription and translation as in our previous studies[20].

To validate our gcPBM approach, we included control sequences on the array to compare with *in vivo* ChIP-seq binding profiles. First, we plotted the *in vitro* binding of CLAMP over two tiled regions which surround strong binding sites for MSL complex (*roX1* and *roX2*) (Fig 1B: top). We observed specific interaction with most sequences containing previously identified MREs and the gcPBM binding profiles were similar to those from previously generated *in vivo* ChIP-seq data (Fig 1B: middle and bottom). In order to extend our analysis beyond two specific locations in the genome, we next defined the CLAMP bound sequences on the gcPBM (PBM+) as those with intensities greater than 6500 based on finding the local minimum in a histogram of all of the intensities (Fig 1C). Motifs were generated by MEME analysis from the bound sequences (Fig 1A: IV). Using the gcPBM, we captured additional flanking sequences outside the 8-bp core region compared with the uPBM (Fig 1A: IV vs. 1A: III). Therefore, we demonstrated that the binding of CLAMP derived from custom gcPBMs largely matches previously observed *in vivo* data, validating our approach.

Next, we compared *in vitro* CLAMP binding to sequences that are bound (ChIP+) or not bound (ChIP-) *in vivo*. *In vitro* binding of CLAMP is significantly increased for DNA sequences that are bound *in vivo* (ChIP+ MRE+, dark blue and dark red boxes) compared to those that are not bound *in vivo* (ChIP- MRE+, dark green and tan boxes) even if both DNA sequences match the MRE that we previously derived from high affinity MSL complex binding sites[13] (Fig 1D, full set of p-values are reported in S2 Table). The presence of a sequence that matches the MRE motif further increases CLAMP binding intensity compared to those sequences without an MRE motif even if both are bound *in vivo* (Fig 1D: ChIP + MRE+ (dark blue box) vs. ChIP+ MRE- (light blue box)). MREs promote CLAMP binding for both PBM+ and PBM- sites (Fig 1D: right). In conclusion, these data suggest that sequences that CLAMP binds more strongly *in vitro* are more likely to be bound *in vivo*.

### CLAMP binding requires DNA elements flanking the 8-bp core part of the motif

To determine which parts of the CLAMP motif are most critical for CLAMP binding, we used several different approaches. First, we used MEME to derive motifs from two different classes of sites: 1) PBM+ ChIP+ (**bound** *in vivo* and *in vitro*, Fig 2A: I); 2) PBM- ChIP- (**unbound** *in vivo* and *in vitro*, Fig 2A: II) (See S1A Fig for motifs from additional classes of sites). As expected, we noted overall similarities in the core of the motif because many of our probes contain the short core motif identified from our original uPBMs to allow detailed analysis of the flanking regions (see Methods). We found that DNA elements that are not bound have very little sequence flanking the core 8-bp of the motif compared with bound sites.

**Fig 2:**
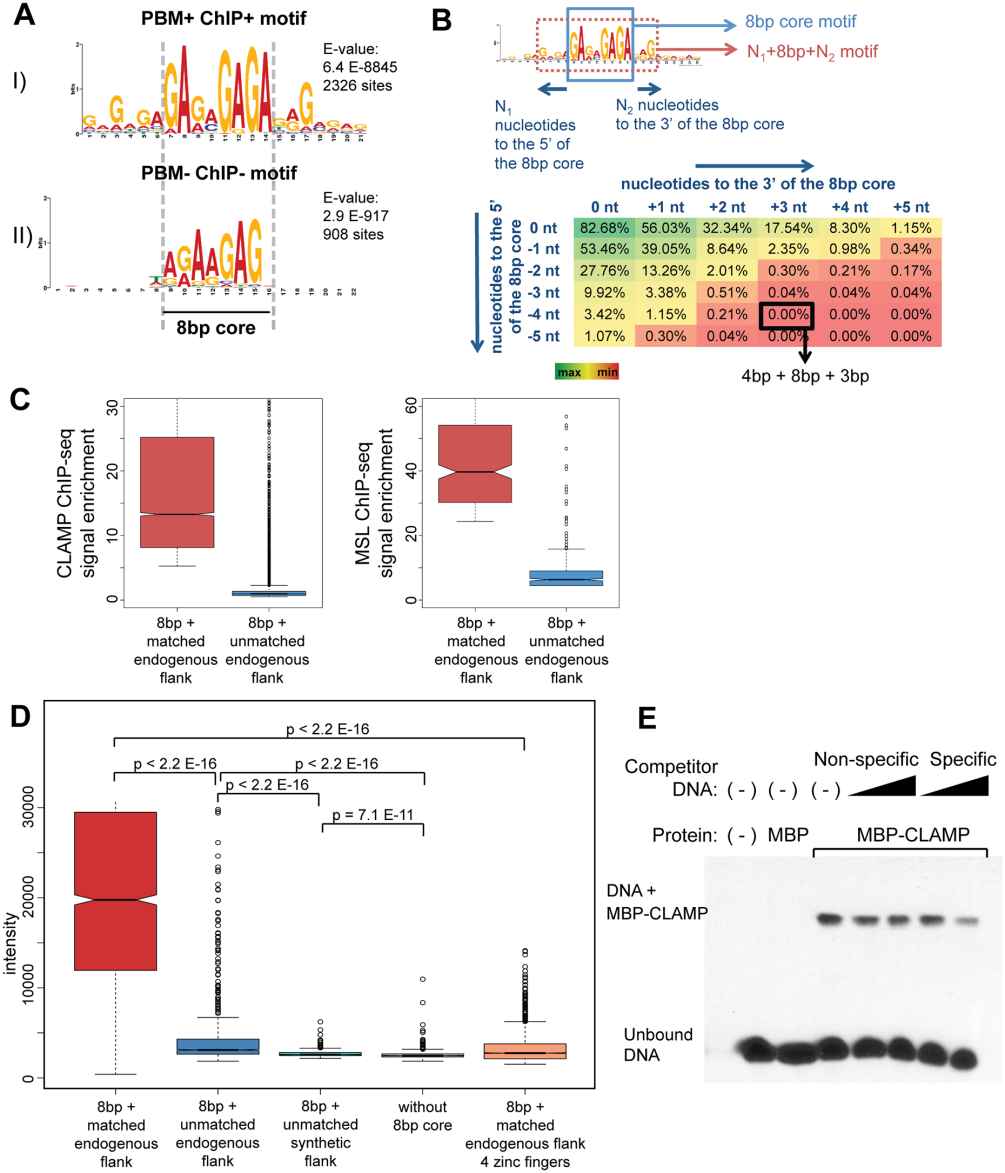
A long 15-bp motif increases CLAMP binding to DNA. **A)** Motifs obtained from the custom gcPBMs are shown: I) The PBM+ChIP+ motif represents the sequences that CLAMP binds both *in vivo* and *in vitro*. II) The PBM-ChIP- motif represents the sequences that are on the array but not bound by CLAMP *in vivo* or *in vitro*. The most conserved 8-bp core element is indicated by vertical dashed lines. **B)** A representation of the methodology to define the minimal CLAMP-bound motif by scanning both 5’ and 3’ of the core motif. The table shows the percentage of PBM+ChIP+ (CLAMP binding both *in vitro* and *in vivo*) sequences that overlap with PBM-ChIP- sequences (CLAMP binding neither *in vitro* nor *in vivo*) at the specified motif size. The y-axis shows the nucleotides 5’ of the 8-bp core motif and the x-axis shows the nucleotides 3’. The scale ranges from green for the maximal values to red for the minimal values. Values show the percentage of PBM+ChIP+ sequences shared with PBM-ChIP- sequences for the length window selected. A value of zero overlapping sequences represents complete separation between PBM+ChIP+ and PBM-ChIP- sequences and is obtained at 4-bp 5’ and 3-bp 3’ of the core motif. **C)** CLAMP and MSL ChIP-seq enrichments are shown for sequences containing the 8-bp core with and without additional flanking sequence matching the motif. Motif hits were found using the FIMO tool (p < E-4). All 8-bp core hits were found first and the ones overlapping with the full 15-bp motif were separated as ‘8bp + matched endogenous flank’ and the rest were grouped as ‘8bp + unmatched endogenous flank’. Since the ‘8bp + unmatched endogenous flank’ group has ~10,000 sites, the top 10,000 enrichments are shown in the CLAMP enrichment plot. Since there are ~300 CES, the top 300 enrichments are shown in the MSL enrichment plot. **D)** Binding intensities are shown for the following classes of probes: 1) probes with the optimal motif (8-bp + matched endogenous flank, red); 2) probes that have matching 8-bp core regions but the endogenous flanks do not match the motif (8-bp + unmatched endogenous flanks, blue); 3) probes that have 8-bp cores with synthetic constant flanking sequences (8-bp + unmatched synthetic flank, cyan); 4) probes that do not have the 8-bp core motif (without 8-bp, brown); 5) Intensities for C-terminal 4 zinc finger GST fusion proteins are shown for probes containing the 15-bp CLAMP motif (15–bp, 4ZF, orange). **E)** CLAMP binds to DNA containing a high affinity, 8 bp + matched flank motif in an electrophoretic mobility shift assay. Biotin-labeled DNA alone (lane 1) and DNA with MBP (lane 2) do not shift, while MBP-CLAMP forms a complex with DNA to shift the signal. This was competed away with specific (high affinity) competitor but not a non-specific competitor that contains the 8-bp core but lacks endogenous flanking sequences (8-bp + unmatched synthetic flank).

Next, we quantitatively determined the optimal size of the CLAMP binding site. We found the minimal number of consensus nucleotides outside of the 8-bp core that were required to separate all bound sequences (PBM+ ChIP+) from all unbound sequences (PBM-ChIP-) (Fig 2B, percent overlap of 0%). Using this approach, we identified the minimal key flanking regions as 4-bp 5’ and 3-bp 3’ of the 8-bp core sequence for a total of a 15-bp motif. After defining the 15-bp optimal CLAMP binding motif, we tested whether the ability of a sequence to match this motif correlates with increased *in vivo* CLAMP and MSL complex ChIP-seq occupancy [13,20]. We found that the presence of the 15-bp motif (8-bp + matched endogenous flank) greatly increased both CLAMP and MSL complex occupancy compared with the 8-bp core motif alone lacking any flanking sequence that matches the motif (8-bp + unmatched endogenous flank) (Fig 2C). Furthermore, we determined that the better a sequence matches the motif (decreased p-value), the higher the *in vivo* occupancy at this motif (S1B Fig, S3 Table).

Next, we measured the role of flanking sequences in a different way by dividing the bound sequences into five different quantiles based on their *in vitro* binding intensities (S2A Fig). To quantify these differences, we measured the Euclidean distances between the top quantile of bound motif instances (q1) and the bottom quantile of bound motif instances (q5) for the 8-bp core (blue) and the flanking sequences (red) (S2B Fig, S4 Table). Differences between the strongly and weakly bound motif instances were greater in the flanking region (red) compared to the core (blue), indicating that appropriate flanking bases correlate with enhanced CLAMP interaction with DNA.

To directly test the requirement for flanking sequences to enhance CLAMP binding, we compared the binding of CLAMP to probes containing the optimal 15-bp motif (8-bp + matched endogenous flank) with binding to two additional classes of probes: 1) Probes with the same 8-bp cores as those in the 15-bp motif probes but different flanks derived from endogenous sequences (8-bp core + unmatched endogenous flank); 2) Probes with variable 8-bp cores that all match the original uPBM motif and a single non-endogenous artificial constant flanking sequence (8-bp + unmatched synthetic flank). The probes containing the original 15-bp motifs (8-bp + matched endogenous flank) were bound much more strongly than either class of probes that only contained sequences matched to the 8-bp motif core (Fig 2D, p-values for all comparisons are reported as S5 Table).

Although the gcPBM was performed with a GST-CLAMP fusion as has been done previously[24], GST-tags can form homodimers potentially influencing binding profiles[25]. In order to determine whether the CLAMP motif requirements are specific to GST-tagged CLAMP, we next tested CLAMP binding using a maltose binding protein (MBP) epitope tag by electrophoretic mobility shift assay (EMSA). We observed that a gcPBM high affinity 15-bp motif-containing sequence was better able to compete for CLAMP compared with a nonspecific gcPBM sequence with constant synthetic flank sequence (Fig 2E). Therefore, a long 15-bp motif improves the interaction between CLAMP and DNA independent of the GST-CLAMP fusion.

Next, we hypothesized that the presence of a large DNA binding domain containing six tandem zinc fingers allows CLAMP to recognize a long 15-bp motif. Each DNA-binding zinc finger typically recognizes 3-bp of DNA[26] suggesting that five of the six CLAMP zinc fingers would be necessary to recognize a 15-bp motif. To further map the CLAMP DNA interaction domain, we produced constructs with one through five zinc fingers (from both the N-terminal and C-terminal directions). However, the only additional construct that produced soluble protein was the C-terminal four finger construct (a.a. 412–561). Both the six finger and four finger constructs are able to bind to DNA (Fig 2D). However, the six zinc finger protein bound to probes with the 15-bp motif (red box) with much stronger affinity than the four finger construct (orange box) (Fig 2D). This indicates that although the four fingers tested in this construct are sufficient for DNA binding, one of the two deleted fingers is required to significantly increase the affinity of CLAMP binding to probes. It is possible that a specific number of fingers (greater than four) is required, or it may be that one or both of the deleted fingers have the most specificity for the flanking sequence. In summary, we used gcPBMs to rigorously show that a long MRE, such as that previously observed to improve MSL binding [13] is required for CLAMP binding to DNA.

### CLAMP binds more efficiently to long GA-dinucleotide repeats *in vivo* and *in vitro*

Many transcription factors use the biophysical properties of DNA shape to recognize their binding sites in addition to just primary DNA sequence[27,28]. Therefore, we tested structural features of the MRE and CLAMP motifs such as minor groove width, helix twist, roll, and propeller twist[29] for their contribution to CLAMP binding. We found that specific DNA shape features did not influence CLAMP binding at its strong binding sites but there was a modest role for shape at weak binding sites (S3 Fig). Therefore, shape plays a more significant role in CLAMP binding at its weak binding sites consistent with their lack of a strong consensus motif and similar to the shape requirements observed for other transcription factors [30].

Next, we used a statistical machine learning approach called L2-regularized multiple linear regression (MLR)[27,31] to determine features that were the best predictors of *in vitro* CLAMP binding based on gcPBM data. We found that the addition of dinucleotides to the model (1mer+2mer) was a better predictor of CLAMP binding than the addition of DNA shape parameters (1mer+shape) (p<0.001) (Fig 3A). The addition of trinucleotides (3-mers) did not substantially further increase the ability to predict binding (1.6% percent performance gain). Therefore, we concluded that dinucleotides were the best predictors of CLAMP binding *in vitro*.

**Fig 3:**
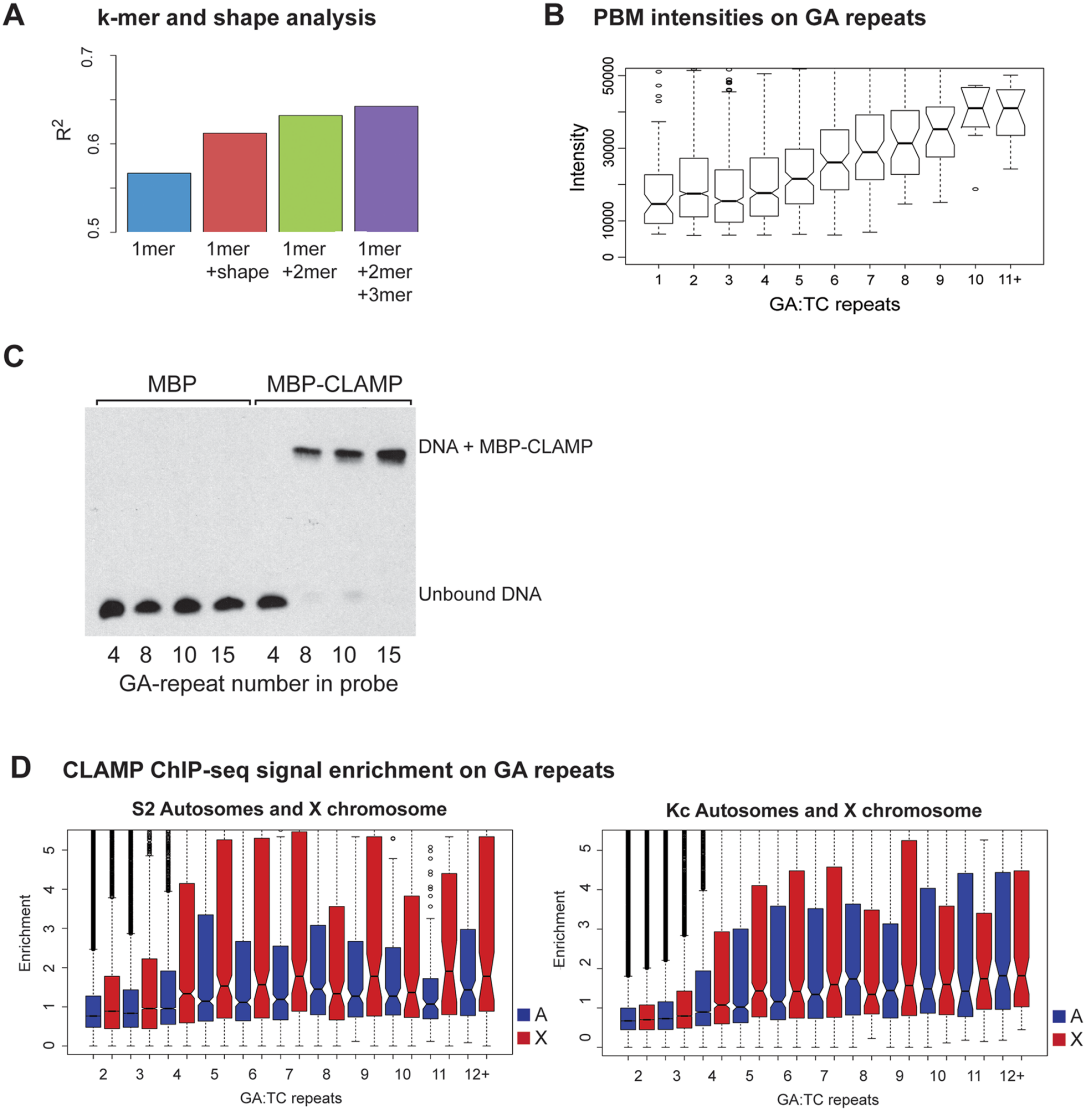
Increasing the number of GA-dinucleotide repeats increases CLAMP occupancy. **A)** A multiple linear regression to test contribution of sequence length (k-mer) and shape to overall binding. Adding dinucleotide (2mer) features to the sequence-only (1mer) model increases the performance more than adding DNA shape features, indicating the importance of dinucleotides in CLAMP-DNA recognition. Adding trinucleotide (3mer) features further increases the performance marginally. **B)** CLAMP PBM binding for GA-dinucleotide repeats of different lengths is plotted as box plot distributions. The y-axis is the PBM intensity score for each number of GA-repeats, which are plotted along the x-axis, e.g. 1 = GA, 2 = GAGA. **C)** An electrophoretic mobility shift assay to test MBP-CLAMP binding to increasing numbers of GA-repeats. The labeled probes contain GA-repeats of 4 (8-bp), 8 (16-bp), 10 (20-bp) and 15 (30-bp) centered within a 60-bp sequence. The first four lanes are reactions containing MBP control protein with DNA, and the next four are MBP-CLAMP with DNA. **D)** Input-normalized CLAMP ChIP-seq signal enrichments at GA-repeats of different lengths are given for the X-chromosome (red) and autosomes (blue) from male S2 (top) and female Kc cells (bottom). The x-axis shows the number of GA-repeats e.g. 1 = GA, 2 = GAGA.

Because GA-dinucleotides were the best predictors of CLAMP binding, we examined the binding of CLAMP to PBM probes containing increasing lengths of GA-repeats directly. We found that there is a stepwise increase in binding to longer repeats that begins between 4 repeats (8-bp) and 5 repeats (10-bp) corresponding with extending the motif beyond the 8-bp core of the motif (Fig 3B). The increase in binding plateaus at 10 repeats (20-bp) and there are very few probes that have more than 11 repeats within the 36-bp probe sequence so they were binned together (Fig 3B, number of probes for each repeat length are reported as S6 Table).

In order to ask whether the signal on the PBM increases with the number of GA-repeats because a single CLAMP protein molecule binds to DNA with greater affinity or multiple CLAMP molecules bind to a single probe, we performed EMSAs with GA-repeat probes. Again, we are using MBP-tagged CLAMP to test if binding increases with GA-length independent of potential dimerization of the GST-tagged CLAMP. The probes contained 4, 8, 10, and 15 GA-repeats (8-bp, 16-bp, 20-bp, 30-bp) embedded within a 60-bp sequence. When MBP-CLAMP was added to each labeled probe, there was an increase in the shifted, protein-bound DNA signal for all probes except the 8-bp probe that corresponds only to the core CLAMP motif (Fig 3C). There was a single shifted species for all probes, even the 30-bp GA-repeat which indicates that increased signal is likely due to the greater frequency of a single CLAMP protein binding to DNA not multimerization of the CLAMP DNA binding domain on probes with longer repeats. We cannot fully exclude the possibility that GST-CLAMP dimerizes in the gcPBM experiments, but by testing CLAMP binding with a non-dimerizing tag we observe the same trends in binding indicating it is likely CLAMP rather than the tag predominantly influences binding to longer GA-repeats.

Consistent with the *in vitro* analysis, *in vivo* occupancy of CLAMP from ChIP-seq data in both male (S2) and female (Kc) cells increases as the number of GA-repeats increases on both the X-chromosome (red) and autosomes (blue) (Fig 3D, number of repeats analyzed in the genome reported in S7 Table). We also compared binding on individual autosomal arms for each different GA-repeat length and observed similar trends (S2 cells: S4A Fig and Kc cells: S4B Fig). As previously reported, *in vivo* CLAMP binding is modestly increased on the X-chromosome in S2 cells (male) when compared to Kc cells (female) and autosomes due to synergistic interactions between MSL complex and CLAMP (Fig 3D)[20]. Overall, CLAMP occupancy increases both *in vivo* and *in vitro* as the number of GA-repeats increases on both the X-chromosome and autosomes.

### The X-chromosome has increased density of GA-repeats and CLAMP occupancy compared to autosomes

While CLAMP is necessary for MSL complex recruitment specifically to the X-chromosome, CLAMP occupies GA-rich binding sites all over the genome [20]. In fact, the average *in vitro* binding to the group of X-linked sequences on the PBM does not differ significantly from the average binding to autosomal sequences (Fig 4A). There is a statistically significant increase in CLAMP occupancy at X-linked sites only in the top quantile of binding affinity (p-value <0.01) (S5A Fig). These *in vitro* data are consistent with the binding of CLAMP to similar GA-rich motifs throughout the genome based on ChIP-seq analysis [20]. Therefore, we hypothesized that rather than enhanced CLAMP binding to each individual site, an increased density of GA-repeats may occur on the X-chromosome that would generate more CLAMP binding sites and clustering of groups of CLAMP sites in closer proximity to each other.

**Fig 4:**
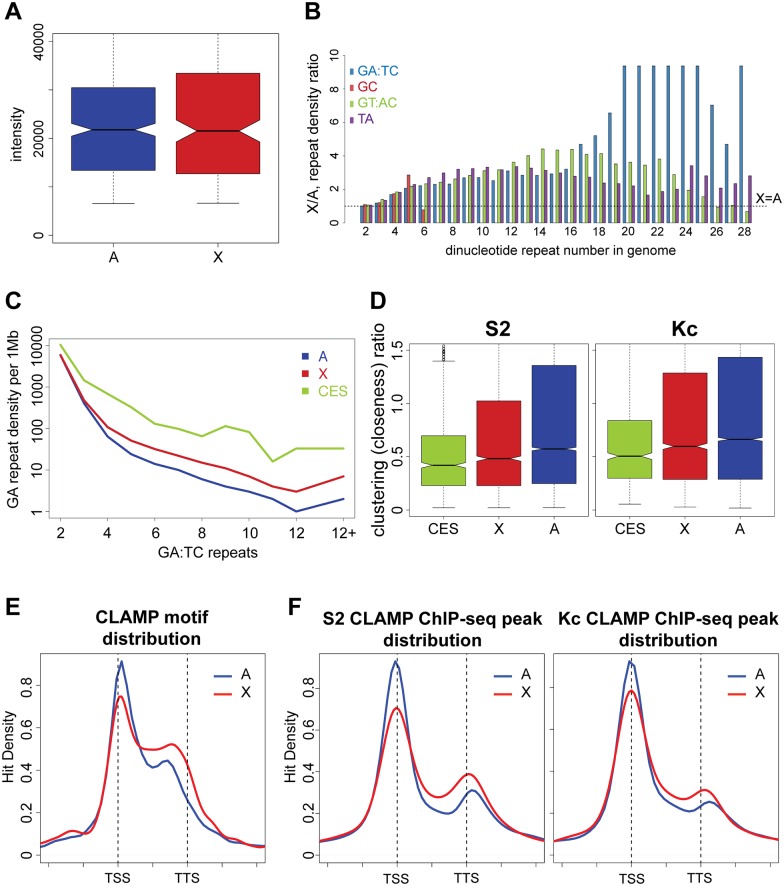
The X-chromosome has more GA-repeats than autosomes and the CES have clustering of CLAMP occupancy. A) Distribution of the PBM intensities of the probes aligned to the X-chromosome (red) versus autosomes (blue). B) The density of different dinucleotide repeats on X-chromosome is compared with autosomes for different repeat lengths within the *D*. *melanogaster* genome. Any value above 1 indicates a higher repeat density on X-chromosome compared with autosomes. C) Density of GA repeats (1 = GA, 2 = GAGA, etc.) per 1 Mb along Autosomes (A, blue), the X-chromosome (X, red), and X-chromosome CES (CES, green). D) Top: Average distance between n neighboring CLAMP ChIP-seq peaks in S2 (left) and Kc (right) cells. Peaks are separated as within CES (green), on X (red), or on autosomes (blue). Bottom: The average distances are replotted for S2 (left) and Kc (right) cells after normalization using distances measured between n random peaks. E) A histogram showing the frequency of each 15-bp CLAMP motif at a particular location relative to genes on the X (red) or autosomes (blue). The profiles are shown around gene bodies and the range is from one gene length before the TSS to one gene length after the TTS. The distance from the TSS is normalized to gene length for each gene. F) Average gene profiles of CLAMP ChIP-seq peaks on X (red) and autosomes (blue) from S2 cells (male) and Kc cells (female). Normalization was conducted as for E.

The CLAMP binding sites we identified from our custom PBMs are 2.2 fold X-enriched, a slightly greater enrichment than the 1.8 fold enrichment of the MRE sequences [13]. Because CLAMP binds more strongly to sites containing more GA-repeats (Fig 3), we compared the GA-repeat content of the X-chromosome to autosomes. Classical FISH studies conducted before the sequencing of the *Drosophila* genome demonstrated that many types of dinucleotide repeats are increased on the X-chromosome[8]. However, this previous work did not precisely define the dinucleotide repeat content of the X-chromosome vs. autosomes, so we computationally measured the ratio of dinucleotide repeats of all lengths throughout the genome. We determined that the density of all types of dinucleotide repeats is strongly increased on the X-chromosome vs. autosomes (Fig 4B). We also compared X to individual autosomal arms (and observed the same trends (S5B Fig, S8 Table). Interestingly, long GA-repeats are more highly enriched on the X-chromosome than other types of dinucleotide repeats, consistent with the X-enrichment of long GA-rich CLAMP binding sites (Fig 4B). The regions of highest MSL complex occupancy (CES, green) are even more enriched for GA-repeats than other regions of the X-chromosome (red) or autosomes (blue) (Fig 4C). Therefore, we hypothesized that increased density of long GA-repeats within CES increases the density of CLAMP binding sites, which then promotes MSL complex targeting to CES.

To test this hypothesis, we directly measured the average distances between *in vivo* CLAMP-occupied sites at CES, other sites on X, and autosomal sites and compared them to the values expected for random site distribution (Fig 4D, S6 Fig, p-values reported as S9, S10, S12 and S13 Tables). Specifically, we measured the distances between CLAMP ChIP-seq peaks in S2 and Kc cells and calculated average distance of each site to the closest 1–4 neighboring sites (number of peaks used are reported as S11 Table). The CES have smaller distances between CLAMP sites than all other loci on the X-chromosome or autosomes, including individual sites on autosomal arms (S6A Fig). To account for difference in absolute counts of the CLAMP sites within CES and other regions, we normalized our data by comparing with a random distribution of the same number of sites. We demonstrated that CLAMP sites are relatively closer to each other around the CES compared with all other genomic regions in the presence (S2 cells) and the absence of MSL complex (Kc cells). Therefore, the clustering of CLAMP peaks is increased around CES even when normalized for increased peak number and is independent of MSL complex. Overall, these data support our hypothesis that CES can be distinguished from other genomic locations prior to MSL complex recruitment due to their increased density of CLAMP sites.

Unlike most transcriptional regulators that localize to transcription start sites (TSS), the MSL complex is recruited to active gene bodies and transcription termination sites (TTS) to promote the progression of RNA Polymerase II across genes [10,11,32,33]. Therefore, we hypothesized that increased density of CLAMP peaks and motifs over gene bodies and 3’ UTRs on the X-chromosome vs. autosomes would cause CLAMP occupancy to be more broadly distributed on X-linked genes increasing overlap with MSL complex binding sites. To test this hypothesis, we mapped the position of the CLAMP binding motif from our top bound sites to the genome (Fig 1A: IV) and generated an average gene profile to measure the frequency of its distribution across genes (Fig 4E). Next, we compared the location of CLAMP motifs to a similar plot of CLAMP occupancy from ChIP-seq data on the X-chromosome and autosomes in both male (S2) and female (Kc) cells (Fig 4F). We also quantified the motif density and CLAMP occupancy ratios of the gene body (from TSS+250 bp to the TTS) to the 5’ end (TSS+/- 250 bp) for the X-chromosome, autosomes, and individual autosome arms (S7A and S7B Fig). CLAMP motifs and occupancy are concentrated at the TSS and TTS of genes on both the X-chromosomes and autosomes. However, on the X-chromosome, CLAMP motifs and occupancy levels are more broadly distributed over gene bodies relative to TSS compared with than on autosomes. Overall, the localization of CLAMP on the X-chromosome is more biased towards gene bodies and the TTS and away from the TSS than on autosomes. Therefore, X-linked CLAMP binding sites have a greater chance of co-occupying sites where MSL complex binding would be stabilized by gene body chromatin marks with known roles in dosage compensation such as H3K36me3 [34] than autosomal sites.

### The CLAMP protein and X-enrichment of its GA-repeat binding sites are conserved across species

Recent work demonstrated that dosage compensation across *Diptera* evolved independently as many different chromosome arms transitioned from autosomal to X- chromosome identities [6]. To determine whether CLAMP could be a key factor involved in the evolution of the X-chromosome across *Diptera*, we first examined its conservation. The CLAMP gene is highly conserved across all *Diptera* that have sufficient sequencing data to find orthologs (Fig 5A, S8 Fig). Moreover, the DNA binding domain (a.a. 350–561) always has six tandem zinc fingers and is very highly conserved across diverse species (S14 Table) [35]. The glutamine-rich domain is less conserved in terms of specific amino acid position but its glutamine-rich nature is conserved across species (S9 Fig, S14 Table) [36].

**Fig 5:**
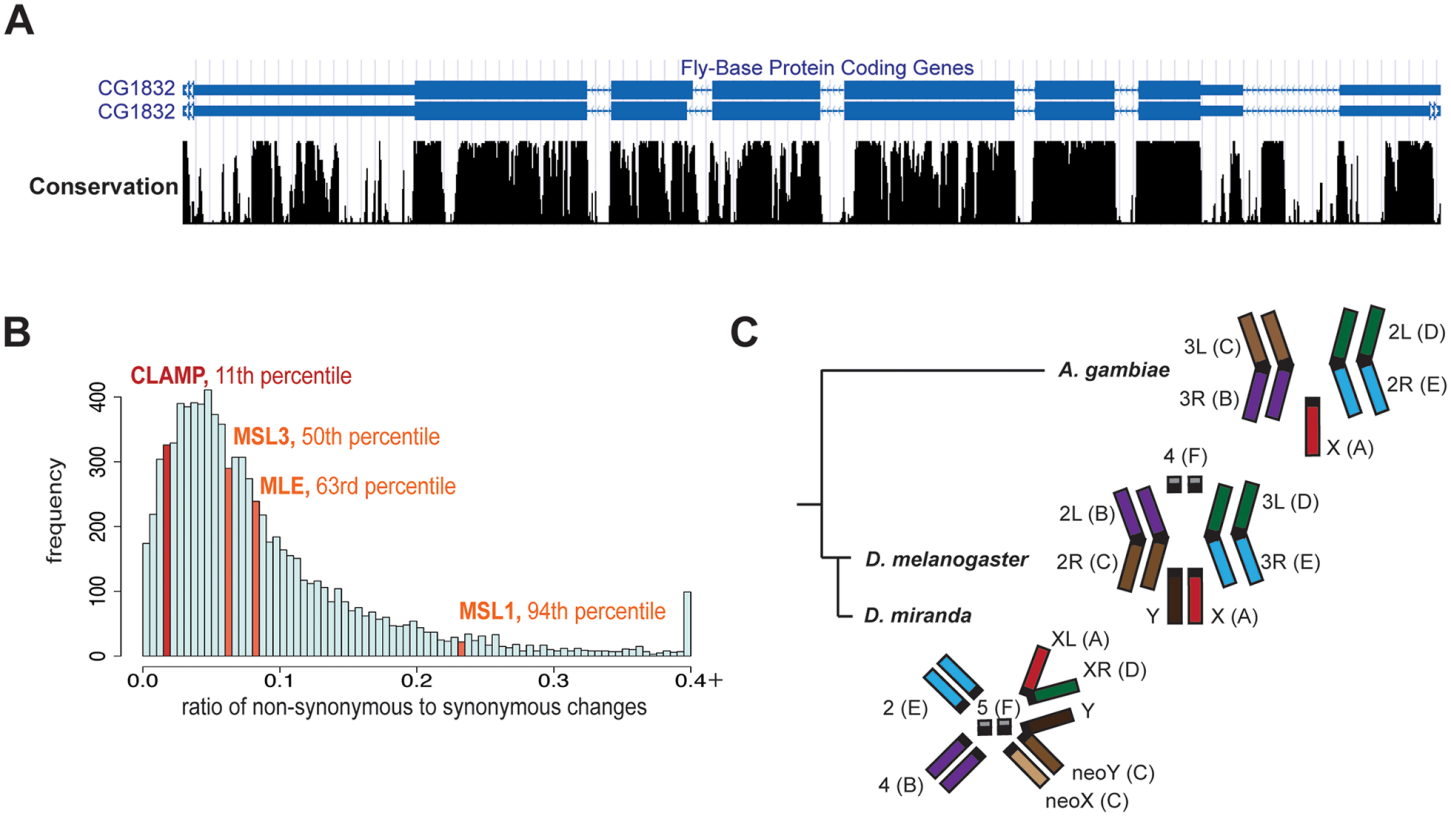
CLAMP and enrichment of the CLAMP motif are highly conserved across species. **A)** A schematic of the CLAMP (CG1832) gene from *D*. *melanogaster* is shown in blue. Conservation of the CLAMP gene sequence compared to orthologues in other *Drosophilids* and the mosquito (*A*. *gambiae*) is shown below (UCSC Genome Browser). **B)** The genomic distribution of the ratio of non-synonymous to synonymous changes is given (dN/dS ratio) for all 8560 genes with 1:1 orthologues between *D*. *melanogaster* and *D*. *simulans*. Percentiles are listed for CLAMP and the MSL components for which 1:1 orthologues were present: MSL1, MSL3 and MLE. **C)** Schematic of male *A*. *gambiae*, *D*. *melanogaster*, and *D*. *miranda* chromosomes and corresponding Muller element letters. Colors are matched based on Muller element identity[6] [62].

To determine how conserved the gene encoding CLAMP is compared to all other genes in *Drosophila*, we compared the ratio of non-synonymous to synonymous changes in CLAMP between *D*. *melanogaster* and *D*. *simulans* to the same ratio for all 1:1 orthologs in the *D*. *melanogaster* species group [37] (Fig 5B). Among *Drosophilids*, CLAMP is more highly conserved than all but 11% of *Drosophila* protein coding sequences. Moreover, CLAMP is much more highly conserved than the MSL complex components for which 1:1 orthologue data were available: MSL1, MSL3 and MLE (maleless). The low level of conservation of MSL components is consistent with previous measurements [38]. Therefore, it is possible that the dosage compensation machinery could have co-opted the function of the more ancient CLAMP protein independently in multiple species as X-chromosomes evolved.

Based on the strong conservation of CLAMP across species, we hypothesized that the CLAMP motif may have become X-enriched independently on different X-chromosomes in multiple species. To test this hypothesis, we compared the density of CLAMP motifs on the X-chromosome vs. autosomes in several *Diptera* in which appropriate assemblies and sequence information defining the X-chromosome is available. Among *Drosophilids*, we compared *D*. *melanogaster* with the distantly related *D*. *miranda* (30 million years apart) [39] that has both ancient X-chromosomes (XL,XR) and a newly evolving X-chromosome (neoX) (Fig 5C). Therefore, it is possible to examine the neoX as an intermediate in the evolution of dosage compensation [14,16,17]. As noted previously, the density of CLAMP binding sequences per megabase on the X-chromosome is 2.2-fold enriched compared with autosomes (Fig 6A: red, S15 Table). Within *D*. *miranda*, the ancient XL and XR chromosomes are more enriched for CLAMP motifs compared with the newly evolving neoX chromosome that has a modest 1.1 fold enrichment (Fig 6A: blue, S15 Table).

**Fig 6:**
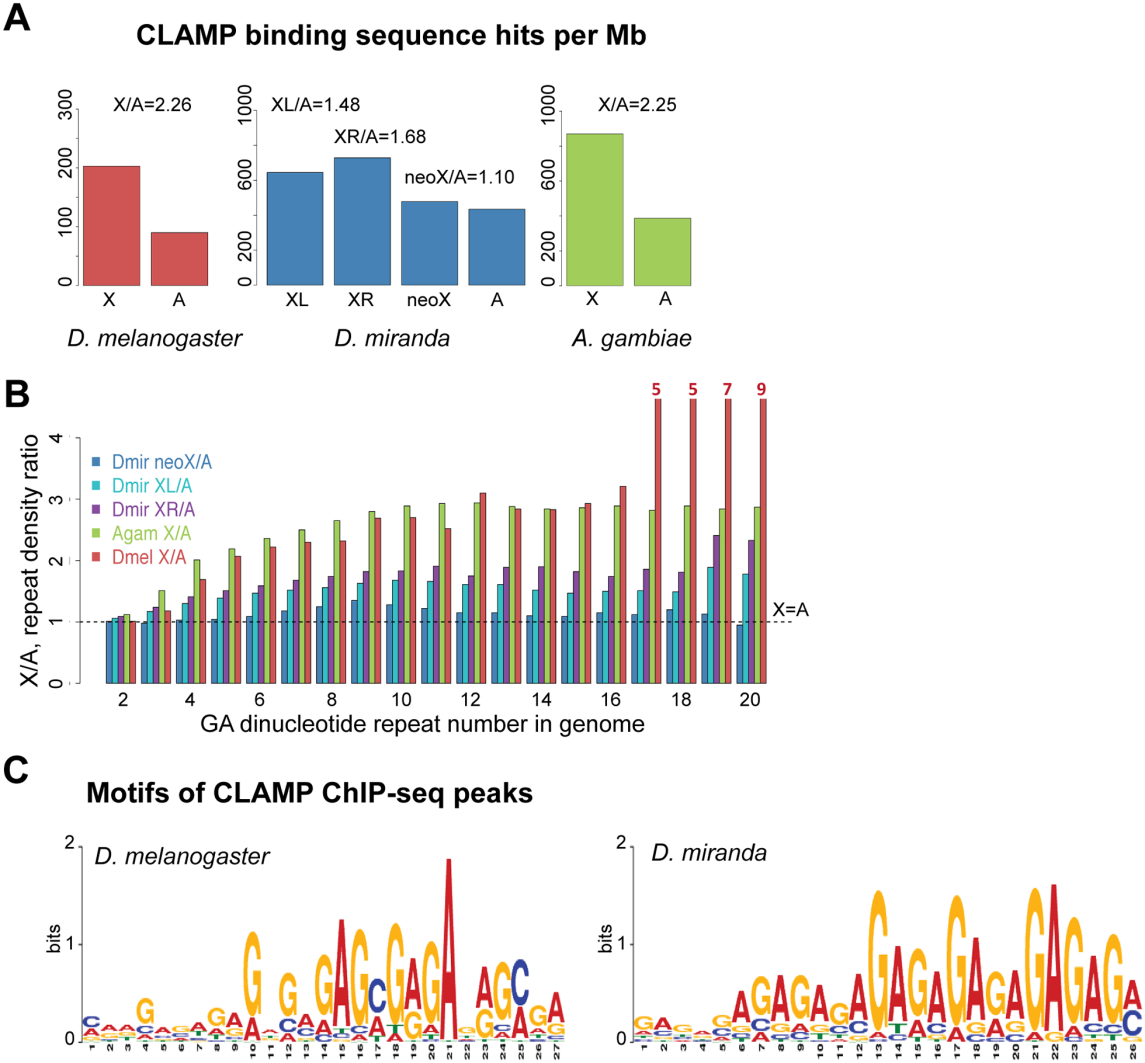
CLAMP binds to similar *in vivo* X-enriched binding sites in *D*. *miranda* and *D*. *melanogaster*. **A)** The ratio of *in vitro* CLAMP binding site density (number of CLAMP binding sequence hits per Mb) for X versus autosomes is plotted for *D*. *miranda*, *D*. *melanogaster* and *A*. *gambiae*. Autosomes of *D*. *melanogaster* are chromosomes 2L (Muller-B), 2R (Muller-C), 3L (Muller-D), 3R (Muller-E) and 4 (Muller-F); autosomes of *D*.*miranda* are chromosomes 2 (Muller-E), 4 (Muller-B) and 5 (Muller-F); and autosomes of *A*. *gambiae* are chromosomes 2L (Muller-D), 2R (Muller-E), 3L (Muller-C), and 3R (Muller-B). **B)** The density ratios of GA-repeats on individual X-chromosome(s) vs. autosomes for different repeat lengths in the *D*. *melanogaster*, *D*. *miranda* and *A*. *gambiae* genomes are plotted. Any value above 1 indicates a higher repeat density on the X-chromosome compared to autosomes. **C)** CLAMP ChIP-seq motifs are shown for *D*. *melanogaster* and *D*. *Miranda* larval ChIP-seq data. Motifs are found using MEME-ChIP for the peak regions (peak centers +/-100bp).

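In larvae, in vivo sites were mapped as the CLAMP ChIP-seq peaks called by the authors in each of 2 replicates per species. The paper's text does not say whether the deposited lists are the peak sets behind Fig 6. The density of regions with an overlapping peak in both replicates was compared between X-chromosomes and autosomes. Chromosome lengths were taken as the end of the last peak in either replicate, and heterochromatic and unplaced sequences were left out. In *D. melanogaster*, 429 shared regions lay on the 22.4 Mb of the X-chromosome and 1794 on the 97.8 Mb of autosomes, a density ratio of 1.04 with an exact 95% interval of 0.937 to 1.16 that covers counting error only. This ratio was not distinguishable from 1 (exact conditional binomial test, two-sided, p = 0.43). Random placements of the replicate 2 peaks gave a mean of 1795 shared regions in *D. melanogaster*, so chance overlap could hide an excess on the X. After subtraction of random overlap, chosen after seeing the data, the ratio was 1.38 (p = 0.226 by permutation over windows of 1 Mb). That spread is too wide to decide. The peaks of replicate 1 alone gave 0.922 (95% interval 0.873 to 0.974) and those of replicate 2 alone gave 0.999 (0.945 to 1.06). In *D. miranda*, the density ratio to chromosomes 2, 4 and 5 was 1.18 for XL (235 shared regions, 95% interval 1.01 to 1.38, p = 0.0328 by the same exact test), 1.06 for XR (287 shared regions, 0.917 to 1.22, p = 0.421) and 1.10 for neoX (207 shared regions, 0.938 to 1.30, p = 0.228). After Benjamini-Hochberg adjustment over these 4 comparisons, the adjusted p was 0.131 for XL and 0.43 for each of the others. In *D. miranda*, random placements gave a mean of 937 shared regions, against 1300 observed, so the limit of chance overlap holds there as well. The alternative that moved a ratio most among those set before the data were examined kept only the peaks with the highest value in each list before overlapping. It kept more than 50% of each list. These were 4800 of 8987 and 4251 of 8424 peaks in *D. melanogaster* and 1984 of 3577 and 6325 of 12523 in *D. miranda*. It gave 1.22 for the *D. melanogaster* X (p = 0.0364), 1.40 for XR (p = 0.0207), 1.02 for XL (p = 0.93) and 1.16 for neoX (p = 0.425), each by the exact test. Restricting each list instead to its widest 50% of peaks, an alternative chosen after seeing the data, gave 1.24 for the *D. melanogaster* X (p = 0.0118), 1.39 for neoX (p = 0.00455), 1.23 for XL (p = 0.0856) and 1.22 for XR (p = 0.0709) by the same exact test. Motif matches within these peaks were not analysed here, since no genome sequence was used. The paper describes the in vivo binding sites of both species as X-enriched.

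**Figure D1:**
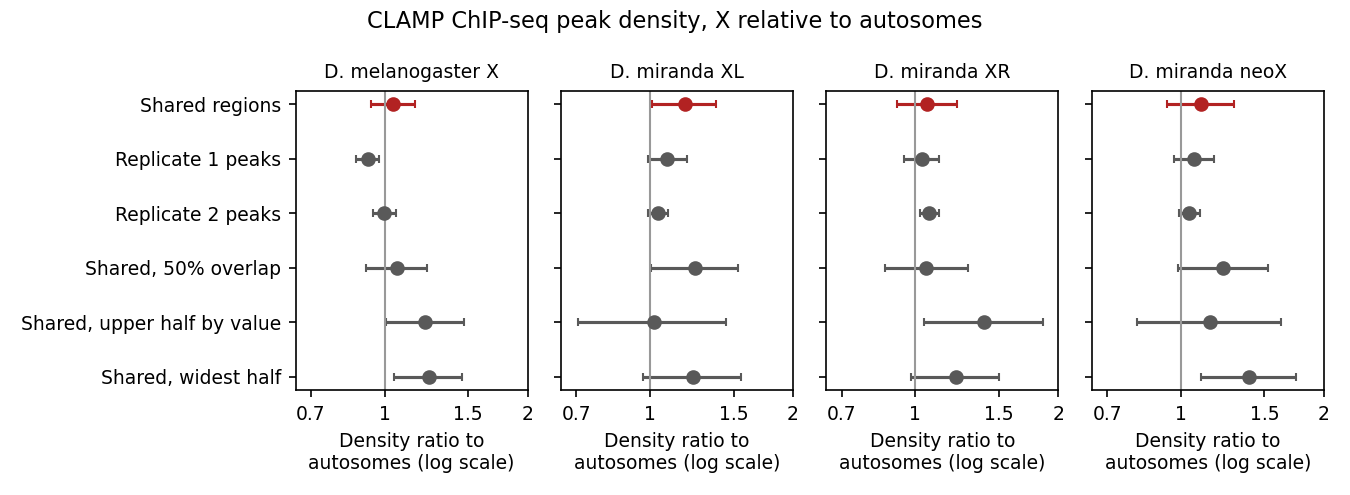
Density of CLAMP ChIP-seq peaks on each X-chromosome relative to autosomes (x axis, log scale) for 6 selections of peaks (y axis) in *D. melanogaster* and *D. miranda* larvae. Points are ratios and bars are exact 95% intervals for counting error; the vertical line marks a ratio of 1. With shared regions, only the interval of XL, 1.01 to 1.38, lies above 1.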

To determine the degree of conservation of the X-enrichment of the CLAMP motif outside of *Drosophilids*, we examined the X-enrichment of the CLAMP motifs in *Anopheles gambiae*, the distantly related mosquito (250 million years apart) with a fully assembled genome. For measurements of motifs and repeat density, we found that fully assembled genomes and scaffolds did not correlate well, and therefore we used only fully assembled genomes. Interestingly, we observe the same X-enrichment of CLAMP motifs in *A*. *gambiae* and *D*. *melanogaster* (2.2-fold) revealing conservation across 250 million years of evolutionary time (Fig 6A: green). Because CLAMP binds more strongly to long GA-repeats (Fig 3), we determined the density of GA-repeats of different lengths across species. We observed elevated GA-repeat density on the X-chromosome in *A*. *gambiae* and the ancient X-chromosomes in *D*. *miranda* (XL and XR) (Fig 6B). In contrast, the newly evolving neo X-chromosome has very modest enrichment of GA-repeats compared with autosomes (Fig 6B). We also analyzed other types of dinucleotide repeats and found that they are also X-enriched that suggests a general expansion of dinucleotide repeats (S10 Fig and S16 Table, *D*. *miranda*, S17 Table, *A*. *gambiae*). However, CLAMP recognizes only a motif containing GA-repeats [20] and therefore it is unlikely that the expansion of the other repeats would alter CLAMP occupancy. To test that our combined autosome scores were representative of individual autosomal elements, we compared the density ratios to each individual arm, and in all cases dinucleotide repeats were enriched on X with the exception of Muller Element F that is highly heterochromatic (S11 Fig, *D*. *miranda*, and S12 Fig, *A*. *gambiae*). Therefore, the X-enrichment of GA and other dinucleotide repeats is conserved across 250 million years of evolution and is increased on ancient X-chromosomes when compared with a newly evolving X-chromosome.

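CLAMP occupancy was measured by ChIP-seq, in which DNA crosslinked to the protein is recovered with a CLAMP antibody and sequenced, in whole female larvae of the third instar of *D. melanogaster* and *D. miranda*. *D. miranda* carries ancient X-chromosome arms, XL and XR, and a more recently formed neoX. Each species had 2 replicates, each with a ChIP library and an input library of chromatin that was not immunoprecipitated. Chromatin was prepared from 150 larvae, and according to the sample records the larvae were kept at 21°C for *D. melanogaster* and at 18°C for *D. miranda*. The species and the temperature therefore vary together. For the ChIP libraries, the paper reports 5882185 uniquely aligned reads for *D. melanogaster* replicate 1, 3149806 for *D. miranda* replicate 1 and 5512100 for *D. miranda* replicate 2. For *D. melanogaster* replicate 2, it reports 267213 aligned reads out of 5639720 and also gives this as 47.38%. For the input libraries, it reports 17035648 and 12299524 aligned reads in *D. melanogaster* and 3234724 and 2123634 in *D. miranda*.
The authors removed positions with anomalously high tag counts, normalized tag counts by library size and called peaks with SPP at default parameters. The deposited lists hold the peaks of each replicate separately, on dm3 for *D. melanogaster* and on a published assembly for *D. miranda*, with a start, an end and 1 value per peak. The lists do not name this value. Its steps fit a log2 ratio of ChIP to input reads: in *D. miranda* replicate 1, 164 of the 300 distinct values had a partner exactly 1 away within a tolerance of 1e-08. It was used to rank and select peaks within a list and to describe their level. The input libraries come without lists of their own and enter only through the peak calls.
There were 9080 and 8792 peaks in *D. melanogaster* replicates 1 and 2, and 3577 and 12523 peaks in *D. miranda* replicates 1 and 2. Median widths were 1299, 1516, 1291 and 1392 bp in the same order, and no peak was narrower than 1000 bp. The lists thus hold wide regions, whereas the paper took its motifs from short windows around peak centers. Whether it used these lists for that is not stated in its text. Wide regions also overlap more often by chance. Of the *D. melanogaster* peaks, 93 in replicate 1 and 368 in replicate 2 were on heterochromatic or unplaced sequences and were left out of the chromosome comparisons. *D. miranda* sequences, which the lists name by Muller element, were renamed as XL (A) and neoX (C) following the S10 Fig legend and as 2 (E), 4 (B) and 5 (F) following the Fig 6 legend. The sequence that the lists name AD was taken as XR, which the S10 Fig legend gives as Muller-D. A genome sequence was not used, so motifs and GA-repeats under the peaks are not analysed here.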

To determine whether CLAMP binds to the same motif across species, we performed ChIP-seq in *D*. *miranda* larvae and compared our motifs with those from *D*. *melanogaster* larvae. Overall, the motifs that we derived from *D*. *miranda* larvae ChIP-seq are similar to those from *D*. *melanogaster* larvae, *in vivo* motifs from tissue culture cells and the *in vitro* gcPBM motif (Figs 6C and 1A). When we compared the genomic sequences of each *D*. *miranda* chromosome to the respective motif identified from *D*. *miranda*, we found that ancient XL and XR had the strongest motifs with the lowest p-values (S13A Fig). Furthermore, when we obtained motifs from the peaks bound at the highest level (top 1000 peaks), we observed even more dramatic elongation of GA-repeats within the *D*. *miranda* motif (S13B Fig). 

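The density of CLAMP ChIP-seq peaks on each *D. miranda* chromosome, without regard to motif similarity, was counted from the peak lists. In replicate 1, there were 27.6 peaks per Mb on XL, 26.2 on XR and 27.1 on neoX, against 25.9 on chromosome 2, 24.3 on chromosome 4 and 34.4 on chromosome 5. In replicate 2, whose list is longer, the densities were 92.7 peaks per Mb on XL, 95.4 on XR, 92.8 on neoX, 90.5 on chromosome 2, 87.4 on chromosome 4 and 90.2 on chromosome 5. Regions shared by both replicates occurred at 10.6 per Mb on XL (exact 95% Poisson interval 9.31 to 12.1), 9.53 on XR (8.46 to 10.7) and 9.92 on neoX (8.62 to 11.4). The corresponding densities were 9.06 per Mb on chromosome 2 (8.07 to 10.2) and 8.44 on chromosome 4 (7.41 to 9.57), whose intervals overlap those of XL, XR and neoX. Against chromosomes 2 and 4 together, the ratio was 1.21 for XL (exact conditional binomial test, two-sided, p = 0.0162), 1.09 for XR (p = 0.267) and 1.13 for neoX (p = 0.13). Chromosome 5, estimated at 1.77 Mb, held 29 shared regions, or 16.4 per Mb (11.0 to 23.5). The intervals cover counting error only.

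**Figure D2:**
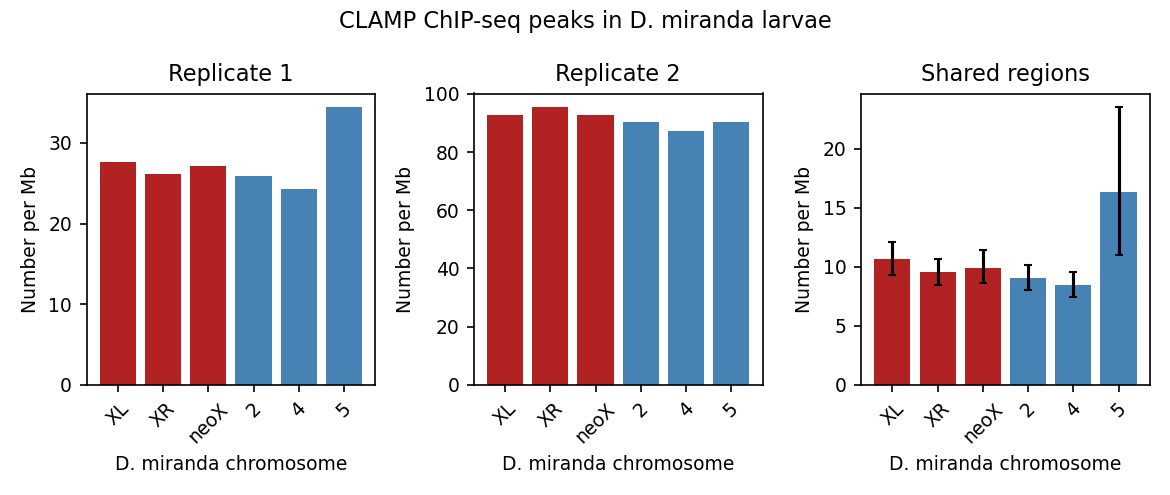
CLAMP ChIP-seq peaks per Mb on each *D. miranda* chromosome in replicate 1, in replicate 2 and for regions shared by both (y axes differ between panels). Red bars are XL, XR and neoX, blue bars are chromosomes 2, 4 and 5, and error bars are exact 95% Poisson intervals. Among shared regions, chromosome 5 has the highest density, 16.4 per Mb, and the widest interval.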

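The value by which the top 1000 peaks were chosen is not named in the paper's text. Shared regions were therefore ranked here by the mean of their ranks in the 2 replicate lists, using the authors' value of each peak. Ranks were not scaled to list length, so the longer replicate 2 list (12523 peaks against 3577) weighs more in *D. miranda*. In this species, the best-ranked 1000 regions are most of the 1300 shared regions. They included 173 on XL, 230 on XR, 161 on neoX and 436 on the autosomes, density ratios to autosomes of 1.14 (exact 95% interval 0.951 to 1.36), 1.11 (0.945 to 1.31) and 1.13 (0.933 to 1.35). None of these ratios was distinguishable from 1 by the exact conditional binomial test (two-sided p of 0.151, 0.198 and 0.2). Sets taken from a single replicate, which differ both in the ranking and in that no overlap is required, gave ratios below 1. The 1000 peaks of highest value in replicate 2 alone gave ratios of 0.748 for XL (p = 0.00169), 0.688 for XR (p = 9.59e-06) and 0.748 for neoX (p = 0.00214), and those in replicate 1 alone gave 0.857 (p = 0.104), 0.894 (p = 0.183) and 0.933 (p = 0.493), not distinguishable from 1, each by the exact test.
The *D. miranda* peaks of highest value were seldom found in both replicates. Of the 1000 highest in replicate 1, 292 overlapped a peak of replicate 2 (29.2%, exact 95% interval 26.4 to 32.1), where random placements of the replicate 2 peaks gave 24.5%. Of the 1000 highest in replicate 2, 75 overlapped a peak of replicate 1 (7.5%, 5.95 to 9.31), where random placements gave 7.17%. By contrast, 53.2% (47.9 to 58.5) of the lowest 10% of the replicate 1 peaks were shared, and 19.6% (17.4 to 21.9) of the lowest 10% of the replicate 2 peaks. The difference between the highest and the lowest 10% had an adjusted p of 6.87e-11 in replicate 1 and 1.18e-18 in replicate 2 (Fisher's exact test, Benjamini-Hochberg adjustment over 8 tests; peaks of 1 library are not independent replicates). The best-ranked shared regions were on XR from 14855276 to 14857612, on chromosome 5 from 346726 to 349404 and on chromosome 4 from 8106957 to 8108337 of the assembly used by the authors. Their log2 values were 5.55, 4.96 and 4.96 in replicate 1 and 3.38, 4.02 and 3.76 in replicate 2. Gene annotation of this assembly was not used here.

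**Figure D3:**
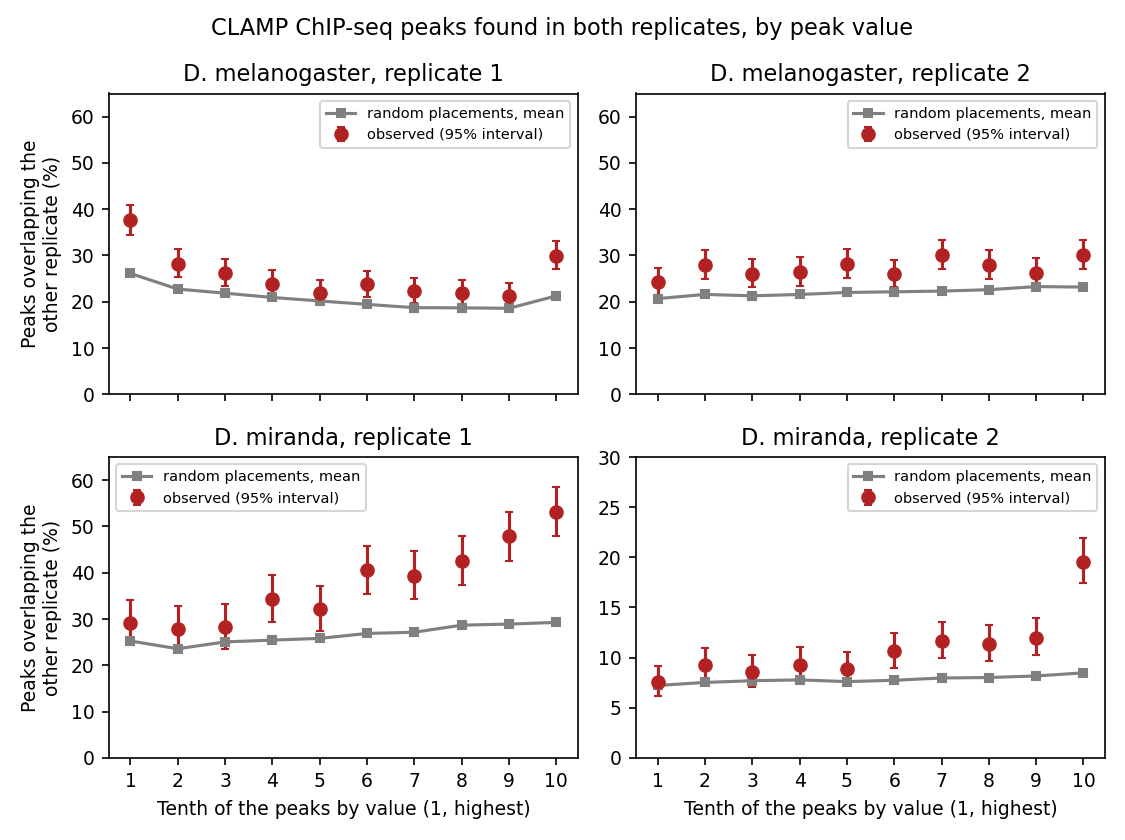
Percentage of peaks that overlap a peak of the other replicate (y axis) for peaks ranked by value and divided into 10 groups (x axis, 1 is the highest), in each replicate of *D. melanogaster* and *D. miranda* larvae. Red points are observed percentages with exact 95% intervals, and grey squares are the mean of 1000 random placements; the *D. miranda* replicate 2 panel has its own y scale. In *D. miranda*, the percentage goes from 29.1% in the highest group to 53.2% in the lowest in replicate 1, and from 7.58% to 19.6% in replicate 2.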

Next, we performed controls to assure the specificity of our motifs by examining the occurrence of the true motifs within 1 kb genomic regions surrounding ChIP-seq peaks vs. scrambled and randomized control genomic regions (S13C Fig). As p-values decreased, the specificity of the motifs increased, validating the motifs. Furthermore, the motifs that we obtained were X-enriched and their X-enrichment increased as the p-values decreased (S13D Fig, S15 Table). Overall, the CLAMP protein interacts with a very similar sequence across 30 million years of evolutionary time suggesting that it is an ancient factor that recognizes GA-repeats.

Although the *D*. *melanogaster* and *D*. *miranda* CLAMP *in vivo* motifs are very similar (Fig 6C), we observed one intriguing difference: The incidence of a cytosine instead of an adenine at position 4 within the GA-rich core occurs more often in *D*. *melanogaster* (14.3%) than in *D*. *miranda* (6.0%). While the interaction of CLAMP with DNA is highly sequence-specific [20], the MSL2 component of MSL complex has some specificity for interacting with MREs via its CXC domain when expressed at high levels *in vitro* [18]. This specificity is conferred by interaction between the MSL2 R543 residue and the cytosine that can occur within some MRE motifs at position 4[18]. Therefore, we examined the *D*. *miranda* MSL2 CXC domain and determined that it lacks 4 out of 9 cysteine residues that are required to maintain its structure and the key R543 residue that contacts the cytosine specifically (S14 Fig)[40]. Therefore, differences in DNA binding specificity of CLAMP correlate with changes in the MSL2 protein that alter its DNA binding specificity, suggesting potential co-evolution of these two proteins.

In summary, we have integrated biochemical, *in vivo*, genomic, and evolutionary approaches to support a model by which expansion of GA simple sequence repeats on the X-chromosome promotes increased density of CLAMP within CES which then targets MSL complex. It is likely that increased density of the maternally loaded CLAMP protein at CES functions together with previously identified regulators such as the *roX* RNAs [41] and the H3K36me3 histone mark [34,42] to promote specific recruitment of MSL complex to the X-chromosome.

## Discussion

Upon the evolution of heterogametic species, the process of dosage compensation became essential to ensure the appropriate balance of gene expression between males and females and the X and autosomes. Distinguishing the X-chromosome from autosomes is the key step in this process because MSL complex must be targeted to the correct chromosome to ensure the fidelity of dosage compensation. Here, we demonstrate that in several species this process likely involved enriching the evolving X-chromosomes for long GA-repeat binding sites that can be recognized by the highly conserved CLAMP protein that recruits MSL complex.

CLAMP binding sites are not X-specific as the CLAMP protein binds to similar GA-rich sequences all over the genome [20]. We propose that a higher density of sites within CES that contain longer GA-repeats evolved to optimize CLAMP binding on X to better target MSL complex for dosage compensation. Then, it is likely that the increased density of CLAMP at CES functions together with other cofactors with known roles in MSL complex recruitment such as H3K36me3 [34,42] and *roX* RNAs [41]. Once this initial process of X-chromosome identification occurs, synergistic interactions between maternally loaded CLAMP and the MSL complex [20] increase the X-enrichment of both factors.

Interestingly, the CLAMP motif is much longer than most transcription factor binding sites. It is possible that the length of the CLAMP binding site ensures specificity by reducing the promiscuity of its binding and allowing it to compete with other similar proteins. In addition, recent work on transcriptional regulators in budding yeast has implicated the sequence context of transcription factor binding sites outside of the core binding site as critical for the recognition process {Levo, 2015 #414]. Therefore, current approaches to identifying transcription factor binding site motifs have likely underestimated their length due to the approaches used that often allow detection of only short motifs. In the future, it will be important to determine transcription factor recognition motifs using approaches like gcPBM that uses *in vivo* sequences to identify direct binding site motifs.

There are several mechanisms by which the GA-repeat number could have been increased including expansions due to slippage of DNA polymerase. Helitron transposons containing GA-rich sequences have also been implicated in the X-enrichment of these sequences in *D*. *miranda* {Ellison, 2013 #377}. It is possible that expansions of GA dinucleotides occurred within these transposons after they landed on the X-chromosome. These GA-repeat expansions could have been further propagated by gene conversion events that also occurred during the evolution of dosage compensation [17]. Finally, long repeat sequences such as the 1.688 elements that produce siRNAs function during dosage compensation via an unknown mechanism [43]. Therefore, it is possible that GA-repeat elements have been expanded over evolutionary time because of a general role in promoting dosage compensation. To support this hypothesis, a recent report identified GA-rich binding motifs almost identical to those that we characterized as CLAMP binding sites within the strongest MSL complex binding sites in three additional *Drosophila* species [44].

Motifs that contain GA-repeats have been implicated in diverse processes that all involve generating open chromatin regions. GA-repeat containing motifs are highly enriched at sites that promote pausing of RNA Polymerase II and at developmentally regulated DNase I hypersensitivity sites [45,46]. Furthermore, a GA-repeat motif is one of the two motifs that are enriched at genes that are activated first during the maternal to zygotic transition [47]. The well-studied GAGA factor (GAF) protein also recognizes similar sequences to the CLAMP protein and has been implicated in pausing of RNA Polymerase II and opening of chromatin [48]. Overall, it is likely that the dosage compensation machinery has evolved to take advantage of targeting GA-repeats that mark open chromatin regions to ensure that it only identifies active genes for further transcriptional upregulation by the MSL complex.

It is possible that GA-rich sequences have roles in dosage compensation outside of *Diptera*. For example, it has been proposed that upregulation of the single active X occurs in mammals and this process is mediated by targeting the conserved MOF histone acetyltransferase component of MSL complex [49]. Moreover, GA-repeats were found to be significantly enriched within regions of the X-chromosome that escape X-inactivation (X escape regions) [50]. There are no strong homologues of CLAMP in mammals but there are several possible functional orthologs such as the ETS family transcription factor GABP1 (GA binding protein-1) [51]. Furthermore, in *C*. *elegans*, there is an early upregulation of both X-chromosomes that is also mediated by the MOF histone acetyltransferase [49]. One of the zinc finger proteins that targets the *C*. *elegans* dosage compensation machinery is SCC-2 (sister chromatid cohesion—2) which recognizes a GA-repeat sequence very similar to the CLAMP binding motif [52]. Therefore, it is possible that GA-repeats are involved in dosage compensation beyond *Diptera* and this will be an exciting area for future investigation.

## Materials and Methods

### gcPBM design, experimental methods, and data analysis

#### Design of custom genomic-context Protein-Binding Microarray (gcPBM)

PBM probes were designed to assay three classes of DNA sequences defined by (1) the presence of an MRE sequence (derived from MSL3-TAP ChIP-seq data [13]), and (2) *in vivo* binding determined by CLAMP ChIP-seq experiment[20]. CLAMP ChIP-seq peaks (identified at a false-discovery rate of 0.001) [13] were examined for the presence of CLAMP binding sites [20]. Matches to two previously identified minimal *in vitro* CLAMP binding motifs from universal PBM (uPBM) experiments[20] were used to define a CLAMP binding site (CLAMP motif, cutoff <7.8; CLAMP secondary motif, cutoff < 6.0). CLAMP ChIP-positive regions, each containing a minimal CLAMP *in vitro* binding site, were then divided based on the presence or absence of an MRE sequence and labeled as ChIP+/MRE+ or ChIP+/MRE-, respectively. Similarity to the MRE motif [13] was determined using the FIMO tool [53]. Sequences with similarity of less than p-value = 10^−4^ were labeled as MRE+, and sequences with similarity of higher than p-value = 10^−3^ were labeled as MRE-. A third set of probes focused on promoter regions from the fly genome (500 bp up and downstream of transcription start site; fly genome build dm3 from UCSC) that did not overlap with CLAMP ChIP-positive regions (i.e., contain a CLAMP binding site but were not bound *in vivo*). Promoter regions were ranked according to CLAMP binding motif scores (as described), for the top-scoring 250 promoter regions, PBM probes were constructed for all identified CLAMP binding sites, and are referred to as ChIP-/MRE+. We also tiled the genomic regions including the *roX1*, *roX2* and CES5C2 MSL complex binding sites. Our design protocol resulted in 3944 ChIP+/MRE+ probes, 2313 ChIP+/MRE- probes, and for 1282 ChIP-/MRE+ probes. All probes on the PBM are 60-nucleotides (nt) long and contain a 24-nt primer sequence (positions 37 to 60) and a 36-nt variable region. Probes were constructed with the minimal CLAMP binding site from uPBMs centered at nucleotide position 19, allowing 17-nt of genomic flanking DNA on either side. All probes are included four times on the array in each orientation (i.e., forward sense and reverse complement), resulting in eight replicate measurements per unique binding sequence. See S1 Table for complete design details for the gcPBM.

Probes were defined as PBM+/- based on their PBM signal intensities. Probe intensities had a bimodal distribution (Fig 1C). We selected a value of 6500, which is between the two peaks of the distribution, as the threshold to define binding *in vitro*: probes with an intensity higher than 6500 were labeled as PBM+ (“bound”) and probes with an intensity lower than 6500 were labeled as PBM- (“not bound”). gcPBM data will publically available upon publication:

#### *In vitro* protein expression for protein binding microarrays (PBMs)

The pDEST15 GST expressing Gateway vector (Invitrogen) was used to generate the expression plasmid for the C-terminal CLAMP four and six zinc finger constructs. For the six-finger construct (amino acid residues 350–561), the following primers were used for cloning: forward primer 5’-ACTGTTAAAACTGAAAATCCGTCCAA-3’ and reverse primer 5’-CTATAACCCACCGATAATCACTTCCTGT-3’. For the four-finger construct, (amino acid residues 412–561), the following primers were used for cloning: 5'-GGCGAGAAACCCTATAAATGCCAAAC-3' and reverse primer 5’-CTATAACCCACCGATAATCACTTCCTGT-3’. Cloning was performed using standard Gateway Technology (Invitrogen). Proteins were expressed using the TnT Quick-coupled Transcription and Translation Systems Kit (Promega). *In vitro* transcription and translation reactions were carried out according to standard protocols with the following adaptation: zinc acetate was added to a final concentration of 50 μM.

Proteins were quantified using Western blotting with a GST dilution series as a standard. The concentrations of the proteins used for PBMs were as follows: 1) C-terminal 4 zinc finger protein (24.3 nM); 2) C-terminal 6 zinc finger protein (13.9 nM).

#### PBM experiments and initial analysis

PBM experiments were performed using a custom-designed oligonucleotide array (Agilent Technologies, Inc., AMADID #037964, design described above). The array was converted to a double-stranded DNA array by primer extension and used in PBM experiments essentially as described previously[22,54]. Protein samples containing C-terminal 4- and 6-finger fusions of the CLAMP protein to GST (preparation as described above) were incubated in four different chambers of a gcPBM microarray at a final concentration of ~ 200 nM for 1 hour in binding buffer (10 mM Tris-HCl pH 7.4; 0.2 μg/ul bovine serum albumin (BSA) (New England BioLabs #B9001S); 0.3 ng/ul salmon testes DNA (Sigma, #D7656); 2% non-fat dry milk (Stop & Shop brand); 1 mM dithiothreitol (DTT); 1 mM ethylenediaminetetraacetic acid (EDTA); 50 μM zinc acetate dehydrate; 80 mM NaCl). Protein-bound arrays were then washed and incubated with antibody for 20 min (0.05 mg/ml Alexa 488-conjugated anti-GST antibody (Invitrogen, #A11131). Microarray scanning, quantification, and data normalization were performed using GenePix Pro ver. 6 (Axon) and masliner (MicroArray LINEar Regression) software[55] as previously described[22,54]. For all probe sequences, median fluorescence intensities were determined for the eight replicate probes. PBM data are available at the with the following NCBI GEO accession number: GSE83442.

#### Motif analysis for both PBM and ChIP-seq data

Motif analysis was performed using the MEME software suite: specifically, MEME[56] was used for the motif from PBM data and MEME-ChIP[57] was used for the motifs analysis from CLAMP ChIP-seq data. The parameters were set to allow one motif occurrence per input sequence; both forward and reverse sequence orientations were considered; minimal motif length was set to 12 bp; other parameters were set to default values. Motif detection at the ChIP-seq peaks as well as in random and scrambled sequences was performed using the FIMO tool[53] with default parameters. Motif logos were created using Weblogo[58].

### DNA shape analysis

The distribution of the logarithmic signal intensity of the PBM probes indicated two mixed Gaussian distributions, with the Gaussian distribution of higher mean likely representing CLAMP binding. Mixture Gaussian modeling was used to separate out strongly bound probes. First, a two-Gaussian model was fitted to the logarithmic signal intensity of the probes. Then probes that were assigned to the higher Gaussian with confidence of ≥ 0.95 were defined as strongly bound probes. Probes that ambiguously mapped to the *Drosophila* genome were removed. The remaining probes were then fed as input to the MEME suite for motif discovery[59] using default settings. Following this step, the probes were aligned according to the motif generated by MEME.

Using the aligned PBM probes, L2-regularized multiple linear regression (MLR) was used to model the DNA binding specificity of CLAMP. Mononucleotide (1mer), dinucleotide (2mer), and trinucleotide (3mer) features were extracted from the sequences, and the four DNA shape features minor groove width, propeller twist, roll, and helix twist were derived from our DNA shape method[60]. These features were encoded for different models as previously described[31]. These features were then used as the predictor variables and the signal intensity of the probes as the response variable for the L2-regularized MLR. The coefficient of determination *R*^*2*^ between predicted and experimental probe intensities was calculated as the performance measure of the models using 10-fold cross validation.

### Protein expression, DNA labeling, and methods for EMSA

#### Protein expression from E.coli for EMSAs

The pMAL-c5X Vector containing the MBP (Maltose Binding Tag) was used to express MBP fusion CLAMP 6 zinc finger protein using the Nde1 and Sbf1 restriction enzyme sites. For large-scale E. coli expression, the CLAMP cDNA was codon optimized and ordered (Life Technologies). Additionally, for optimal expression amino acids after the zinc fingers that had low-predicted structure (a.a. 528–561) were not include in these constructs. The following primers were used for cloning the 6 zinc finger domain of CLAMP: Forward primer 5’-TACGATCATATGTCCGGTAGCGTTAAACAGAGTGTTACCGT-3’ and reverse primer 5’-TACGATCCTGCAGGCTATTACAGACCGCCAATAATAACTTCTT-3’ TTACAGACCGCCAATAATAACTTCTT 5’. The pMAL protein fusion and purification system from NEB (Catalog # E8200S) was used.

CLAMP protein was overexpressed in strain *E*. *coli* Star (Invitrogen) in LB media containing 50 μg/ml ampicillin and 90 μM ZnCl_2_. Cultures were grown to mid-log phase at 310 K and expression was induced with 0.4 M IPTG. The cells were then further grown for 18 hours at 293 K and harvested by centrifugation. Cells were lysed by sonication on ice in a buffer containing 20mM Tris pH 7.5, 90 μM ZnCl_2_, 1 mM MgCl_2_ and 90mM KCl. The soluble lysate was then loaded onto an amylose column. Unbound protein was removed with a wash buffer containing 20 mM Tris pH 8.0, 100 mM NaCl, and 90 μM ZnCl_2_. MBP-CLAMP was then eluted in the same buffer containing 10 mM Maltose. 5% glycerol was added and protein aliquots were stored at 193 K.

#### DNA labeling for electrophoretic mobility shift assay

The CLAMP binding sequences were end labeled with Biotin using Biotin 3’End Labeling Kit (Thermo Scientific Pierce Cat#89818) with the following adaptations. Each strand of DNA was Biotin labeled independently then annealed by heating to 95°C for 10 mins then removing from heat to slowly cool to room temperature (20°C). Single strand DNA digestion was performed to remove un-annealed DNA for 30 mins at 37°C with Mung Bean Nuclease 2,000 U/uL (New England Biolabs Cat#M0250S) followed by Chloroform:isoamyl alcohol (Sigma Aldrich Cat# C0549-1PT) extraction as recommended in the Biotin Labeling Kit protocol. Probe sequences are listed in Table 1.

**Table 1:** EMSA probe sequences.

Probe name	Sequence (5’ to 3’)
**High affinity (forward)**	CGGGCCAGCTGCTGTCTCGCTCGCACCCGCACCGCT
**High affinity (reverse)**	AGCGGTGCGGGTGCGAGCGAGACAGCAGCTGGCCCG
**Constant flank (forward)**	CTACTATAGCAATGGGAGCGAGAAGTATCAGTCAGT
**Constant flank (reverse)**	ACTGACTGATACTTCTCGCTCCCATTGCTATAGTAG
**Four-repeat (forward)**	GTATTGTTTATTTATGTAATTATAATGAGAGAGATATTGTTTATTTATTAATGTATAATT
**Four-repeat (reverse)**	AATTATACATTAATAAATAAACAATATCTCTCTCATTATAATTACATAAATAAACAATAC
**Eight-repeat (forward)**	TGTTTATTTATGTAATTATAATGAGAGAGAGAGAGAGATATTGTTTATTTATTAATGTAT
**Eight-repeat (reverse)**	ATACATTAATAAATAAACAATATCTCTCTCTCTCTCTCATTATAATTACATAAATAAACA
**Ten-repeat (forward)**	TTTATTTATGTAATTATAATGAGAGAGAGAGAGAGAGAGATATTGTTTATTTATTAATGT
**Ten-repeat (reverse)**	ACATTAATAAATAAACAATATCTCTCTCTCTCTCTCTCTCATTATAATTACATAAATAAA
**Fifteen-repeat (forward)**	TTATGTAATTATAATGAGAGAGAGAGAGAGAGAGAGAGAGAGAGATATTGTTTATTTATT
**Fifteen-repeat (reverse)**	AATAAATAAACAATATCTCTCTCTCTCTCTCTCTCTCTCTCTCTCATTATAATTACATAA

#### Electrophoretic mobility shift assay

EMSAs were performed using the Chemiluminescent Nucleic Acid Detection Module (Thermo Scientific Cat#89880)/LightShift Chemiluminescent EMSA Kit (Thermo Scientific Cat#20148). DNA binding conditions for CLAMP protein were optimized with 1 ug/uL Poly (dI•dC, Cat#20148E) and Elution Buffer: 5mM Tris-HCL, pH 8.5 (AE Macherey-Nagel Cat#740588.10). Control MBP protein was used from NEB and diluted to equal the molar concentration of CLAMP.

### ChIP-seq sample preparation and data analysis

#### Chromatin preparation

The following protocol is modified from Larschan et al., 2007. Chromatin was prepared from 150 sexed third instar larvae ground into a powder with a mortar and pestle while frozen in liquid nitrogen. Larvae were homogenized in a 40 mL Dounce homogenizer in 40 mLs of PBS containing a protease inhibitor cocktail (PI) (pancrease-extract 0.002 mg/ml, thermolysin 0.0005 mg/ml, chymotrypsin 0.002 mg/ml, trypsin 0.02 mg/ml, papain 0.33 mg/ml) (Roche). Next, the extract was crosslinked with 1% formaldehyde. Samples were rotated for 20 min at room temperature followed by quenching with 2 mLs 2.5 M glycine for 5 minutes at room temperature. The extract was chilled on ice and centrifuged for 5 minutes at 1500 g at 4°C. The pellet was resuspended in 40 mLs PBS containing 1x PI and 0.2 mM PMSF followed by centrifugation for 5 minutes at 1500 g at 4°C. Centrifugation and resuspension were repeated as described above with the following buffers: 1) 10 mLs Wash A (10 mM HEPES pH 7.6, 10 mM EDTA pH 8.0, 0.5 mM EGTA pH 8.0, 0.25% Triton-X 100, 1x PI, 0.2 mM PMSF); 2) 10 mLs Wash B (10 mM HEPES pH 7.6, 10 mM NaCl, 10 mM EDTA pH 8.0, 0.5 mM EGTA pH 8.0, 0.25% Triton-X 100, 1x PI, 0.2 mM PMSF); 3) 10 mLs TE Wash (10 mM Tris-HCL pH 8.0, 1 mM EDTA pH 8.0, 0.01% SDS, 1x PI, 0.2 mM PMSF); 4) 10 mLs TE Wash with SDS (10 mM Tris-HCl pH 8.0, 1 mM EDTA pH 8.0, 1% SDS, 1x PI, 0.2 mM PMSF), and 5) 2 washes with 10 mLs TE Wash. Next, the pellet was resuspended in 2 mLs Pre-RIPA (0.1% SDS, 10 mM Tris-HCL pH 8.0, Larval paste samples were sonicated on ice using a Bioruptor microtip sonicator for 6 30-second cycles at 20% amplitude, with one minute off in between cycles to prevent the sample from overheating. Samples were then cleaned up and run on a gel to validate sonication. To clean up the sonicated chromatin, 25 uL of sonicated sample was added to tubes containing 175 uL elution buffer (1% SDS, 0.1 M Sodium Bicarbonate), and crosslinks were reversed overnight at 65°C. 200 uL of TE buffer was added to each tube (0.01 M Tris, pH 9.0, 1 uM EDTA) along with 8 uL RNase A, and the mixture was incubated at 37°C for 2 hours. 4 uL Proteinase K was added per tube and samples were incubated at 55°C for two hours.

DNA was extracted using a Phenol-Chloroform-Isoamyl Alcohol (25:24:1) extraction using phase-lock tubes. The DNA was then precipitated with 5M NaCl, glycogen and ethanol at -80 for 1 hour and resuspended in 10 mL water. Precipitate was run on a 1% gel at 120 V for 1 hour and post-stained with Gel Red for 20 minutes. After validating the shearing, 100 uL Triton X-100, 20 uL 10% Sodium Deoxycholate, and 56 uL 5M NaCl were added. Samples were pelleted and the supernatant was saved. 50 uL was set aside as input.

#### Immunoprecipitation

For immunoprecipitation, 5 uL CLAMP antibody (Larschan et al 2012) was added to each sample and rotated at 4°C overnight. 100 uL Protein A Dynabeads per sample were washed in IP buffer (0.1% SDS, 10 mM Tris-HCl, pH 8.0, 1 mM EDTA, 1% Triton X-100, 0.1% Sodium Deoxycholate, 140 mM NaCl) and added to the IP. The lysate and beads were incubated for 2 hours at 4°C, then the beads were washed in wash buffer (50 mM HEPES-KOH, 0.1 M LiCl, 1 mM EDTA, 1% NP-40, 0.7% Sodium Deoxycholate). Samples were eluted in elution Buffer (1% SDS, 0.1 M Sodium Bicarbonate), and DNA was isolated as described above with a final resuspension into 50 μL water. DNA libraries were prepared using the Illumina TruSeq Kit, and sequenced on a Illumina HiSeq with 100-bp paired end sequencing.

#### ChIP-seq data analysis

Reads were aligned to the publically available assemblies for *D*. *melanogaster* (version dm3) and the *D*. *miranda* genome [15] allowing only unique alignments. The numbers of aligned reads from each sample are shown below. The positions with anomalously high tag counts were removed for the consideration as potential amplification artifacts [61]. Tag counts were normalized by the corresponding library sizes and enrichments were calculated as ratios of normalized tag counts in ChIP and input samples. Peaks in the ChIP-Seq tag distribution were called using the SPP software package with default parameters. Overlapping peaks of two replicates were used in the analysis. 

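The overlap of the 2 replicates was recomputed from the deposited lists, counting as shared any merged region in which a peak of each replicate overlapped by at least 1 bp. The paper names no minimum overlap. On the assembled chromosomes of *D. melanogaster*, 2311 of 8987 replicate 1 peaks (25.7%) and 2304 of 8424 replicate 2 peaks (27.3%) were shared, forming 2223 regions. In *D. miranda*, 1342 of 3577 replicate 1 peaks (37.5%) and 1361 of 12523 replicate 2 peaks (10.9%) were shared, forming 1300 regions. To estimate the overlap that arises by chance, the replicate 2 peaks were placed 1000 times at random on their chromosomes, without overlap among themselves. These placements gave 1795 ± 32.2 shared regions (SD over placements) in *D. melanogaster* and 937 ± 25.5 in *D. miranda*. The observed numbers were 1.24 and 1.39 times these means, and no placement reached them (one-sided permutation p = 0.001 in each species, the smallest that 1000 placements can give). Requiring peak centers to lie within 200 bp of each other moved the numbers most, to 459 shared regions in *D. melanogaster* (1.81 times the random mean) and 268 in *D. miranda* (2.04 times). With a reciprocal overlap of at least 50%, 1144 and 701 regions were shared (1.58 and 1.93 times). The excess was smallest with lists of equal length, at 1.22 times the random mean in *D. melanogaster* (2056 regions). In *D. miranda* it was then 1.12 times (293 regions, one-sided permutation p = 0.019).

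**Figure D4:**
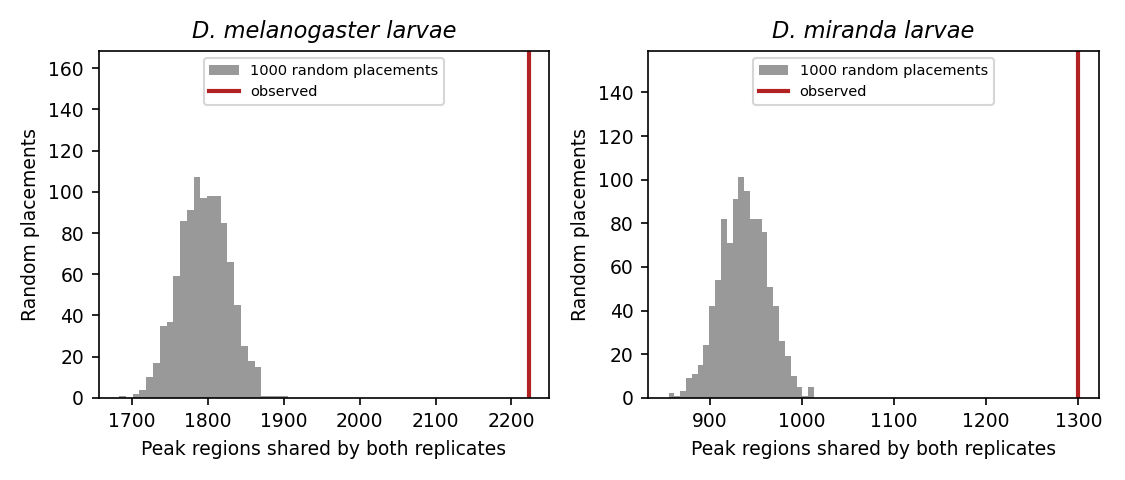
Number of peak regions shared by both replicates (x axis) in 1000 random placements of the replicate 2 peaks (grey, y axis is the number of placements) and in the data (red line), for each species. The observed 2223 regions in *D. melanogaster* and 1300 in *D. miranda* lie above the highest random values of 1906 and 1013.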

Data are available with the following NCBI GEO accession number: GSE83435.

#### Alignment results

*D*. *melanogaster* replicate 1 input: 25208995 reads were processed, 17035648 (67.58%) were aligned.

*D*. *melanogaster* replicate 1 ChIP: 10298719 reads were processed, 5882185 (57.12%) were aligned.

*D*. *melanogaster* replicate 2 input: 16543983 reads were processed, 12299524 (74.34%) were aligned.

*D*. *melanogaster* replicate 2 ChIP: 5639720 reads were processed, 267213 (47.38%) were aligned.

*D*. *miranda* replicate 1 input: 9544768 reads were processed, 3234724 (33.89%) were aligned.

*D*. *miranda* replicate 1 ChIP: 8751503 reads were processed, 3149806 (35.99%) were aligned.

*D*. *miranda* replicate 2 input: 4782344 reads were processed, 2123634 (44.41%) were aligned.

*D*. *miranda* replicate 2 ChIP: 15175635 reads were processed, 5512100 (36.32%) were aligned.

### Analysis of CLAMP peak clustering

CLAMP binding sites (ChIP-seq peaks from Soruco *et al*. 2013) were considered in this analysis. We measured the distance of each binding site to its neighbors and calculated average distance up to nth neighbor. We did the same calculation for randomized peaks and compared distance of CLAMP binding sites to the median of 10 randomized sets. We considered binding sites are around CES if they are within the median distance value of chromosome X.

### Motif representation and comparison

Nucleotide frequency in the motif is shown in log scale as ‘bits’; the maximum value is log_2_ 4 = 2 bits, where 4 is the number of nucletotide types. The significance of the motif is represented with an *E*-value score calculated by MEME. The *E*-value is an estimate of the expected number of motifs with the given log likelihood ratio (or higher), and with the same width and site count, that one would find in a similarly sized set of random sequences.

To compare motifs, we calculated the Euclidean distance of frequencies which is defined as the-root-mean-square-difference of nucleotide frequencies for each position.

### Analysis of motif density within genomes

To determine CLAMP binding site motif density on chromosomes, sequences that match the motif were identified on chromosomes and exact matches were counted as hits. For repeat density analysis, repeats with different lengths were identified on chromosomes and the number of hits were normalized by the length of each chromosome.

## Supporting Information

S1 Fig **A)** 'PBM+ChIP+MRE+', 'PBM+ChIP+MRE-', 'PBM-ChIP-MRE+', 'PBM-ChIP-MRE-', 'PBM-ChIP+MRE+', 'PBM-ChIP+MRE-', 'PBM+ChIP-MRE+' and ‘PBM+ChIP-MRE-' groups are given with their *E*-values and number of sites. **B)** CLAMP ChIP-seq enrichment is shown for the sequences similar to the custom PBM CLAMP motif found. Similarity of the *in vivo* sequences to the PBM motif was calculated using the FIMO tool.
(PDF) Click here for additional data file.

S2 Fig **A)** Quantiles of 'PBM+ChIP+MRE+', 'PBM+ChIP+MRE-', 'PBM-ChIP-MRE+' and 'PBM-ChIP-MRE-' groups are given. Groups are divided into five different quantiles based on binding intensity scores and motifs were obtained from the sequences in each quantile. **B)** Euclidean distances between quantiles are shown for 8-bp core and flanking parts separately. Average Euclidean distances were calculated for each part of the motif.
(PDF) Click here for additional data file.

S3 Fig Kolmogorov–Smirnov test (KS-test) between autosomes and chromosome X binding site DNA shape profiles in the strong (A) and the weak (B) groups. Black asterisks indicate significant different with p-value < 0.05, and red asterisks with p-value < 0.001.
(PDF) Click here for additional data file.

S4 Fig CLAMP ChIP-seq enrichment on GA repeats of different lengths is shown for S2 (A) and Kc (B) 2L, 2R, 3L and 3R autosomal arms. (PDF) Click here for additional data file.

S5 Fig **A)** PBM intensities of probes selected from autosomes and the X-chromosome are plotted for each quantile. *p*-values calculated via Kolmogorov–Smirnov test are given for each pair. **B)** Density of dinucleotide repeats on the *D*. *melanogaster* chromosome X is compared with chromosomes 2L, 2R, 3L and 3R individually.
(PDF) Click here for additional data file.

S6 Fig **A)** Average distance between neighboring S2 CLAMP ChIPseq peaks is plotted (top panel). Values are normalized based on a random distribution of peaks (bottom panel). **B)** The same average plots shown for S2 cells in (A) are shown for Kc cells.
(PDF) Click here for additional data file.

S7 Fig **A)** Ratio of CLAMP motif hit density in the gene body (TSS+250bp-TTS) to 5’ end (TSS+/-250-bp) is shown for each chromosomal arm; values are normalized to the X-chromosome value. **B)** The same analysis conducted for part A is shown for S2 and Kc CLAMP ChIP-seq peaks instead of motifs.
(PDF) Click here for additional data file.

S8 Fig A schematic of the CLAMP (CG1832) gene from *D*. *melanogaster* is shown in blue. Conservation of the CLAMP gene sequence compared to orthologues in other Drosophilids and the mosquito (*A*. *gambiae*) is shown below (UCSC Genome Browser).
(PDF) Click here for additional data file.

S9 Fig Amino acid multiple alignment of CLAMP from *A*. *gambiae*, *D*. *miranda*, and *D*. *melanogaster* using ClustalOmega [34]. Colors and symbols indicate residue properties and conservation: Red = small and hydrophilic, Blue = acidic, Magenta = basic, Green = Hydroxyl, sulfhydryl, amine, or glycine, * = single, fully conserved residue,: = strongly similar residues,. = weakly similar residues.
(PDF) Click here for additional data file.

S10 Fig Density ratio of neoX (Muller-C), XL (Muller-A), and XR (Muller-D) chromosomes to autosomes in *D*. *miranda* and X (Muller-A) chromosome to autosome in *A*. *gambiae* are shown for different types of dinucleotide repeats.
(PDF) Click here for additional data file.

S11 Fig Density ratio of XL (Muller-A), XR (Muller-D) and neoX (Muller-C) chromosomes to chromosomes 2 (Muller-B), 4 (Muller-E) and 5 (Muller-F) in *D*. *miranda* are shown for different repeats. (PDF) Click here for additional data file.

S12 Fig Density ratio of X (Muller-A) chromosome to chromosomes 2L (Muller-D), 2R (Muller-E), 3L (Muller-C) and 3R (Muller-B) in *A*. *gambiae* are shown for different repeats. (PDF) Click here for additional data file.

S13 Fig **A)** CLAMP ChIP-seq hit density per 1Mb is shown for each chromosome of *D*. *miranda*. Similarity of the genomic sequence under each peak to the ChIP-seq motif (Fig 6C) was calculated using the FIMO tool. **B)** The motif from the top 1000 ChIP-seq peaks (top panel) was compared with the custom PBM motif. Sequences that include the custom PBM motif are presented as the custom PBM motif hits (middle panel). Euclidean distances between the top and middle motifs are given for each position within the PWM (bottom panel). **C)** As the similarity to an *in vivo* motif increases (lower p-value), the occurrence of the motifs increases in called peaks vs. randomized and scrambled peaks for both *D*.*melanogaster* and *D*. *miranda*. **D)** Motif occurrence presented in part C is shown as the ratio of X-chromosome to autosomes.
(PDF) Click here for additional data file.

S14 Fig Amino acid pairwise alignments using EMBOSS Needle [38] of the *D*. *melanogaster* and *D*. *miranda* MSL2 CXC domain. Symbols indicated conserved residues: | = fully conserved,: = similar,. = mismatch.
(PDF) Click here for additional data file.

S1 Table The PBM probes. A description of the PBM probe classes and the number of probes in each class.
(PDF) Click here for additional data file.

S2 Table Kolmogorov–Smirnov test was applied to the PBM intensities of probes. Categories tested include ‘ChIP+MRE+’, ‘ChIP+MRE-’, ‘ChIP-MRE+’, ‘ChIP-MRE-’, ‘PBM+ChIP+MRE+’, ‘PBM+ChIP+MRE-’, ‘PBM-ChIP-MRE+’, and ‘PBM-ChIP-MRE-’, where ‘ChIP+’ indicates CLAMP binding *in vivo*, ‘MRE+’ indicates the sequence is with MSL recognition element and ‘PBM+’ indicates CLAMP binding *in vitro*. Values show the p-values.
(PDF) Click here for additional data file.

S3 Table Kolmogorov–Smirnov test was applied to the enrichments on the sequences with different similarities to the motif. Values show the Kolmogorov–Smirnov test p-values. Similarities to the motif were calculated with the FIMO tool, and categories are–log10(p-value) is smaller than 4, between 4 and 5, between 5 and 6, and larger than 6.
(PDF) Click here for additional data file.

S4 Table Euclidean distance between motifs. The Euclidean distance between all classes of motifs is shown. The Euclidean distance between the 8-bp cores and the flanking sequences are shown separately.
(PDF) Click here for additional data file.

S5 Table Kolmogorov-Smirnov test to compare binding to different flanking sequence categories. Kolmogorov–Smirnov test was applied to the PBM intensities of probes with 8-bp core part and matched endogenous flank, with 8-bp core part and unmatched endogenous flank, with 8-bp core part and unmatched synthetic flank, without 8-bp core part, and with 8-bp core part and matched endogenous flank for 4 zinc finger protein. Values show the p-values.
(PDF) Click here for additional data file.

S6 Table The count of probes that contain each number of GA-repeats. (PDF) Click here for additional data file.

S7 Table Number of GA-repeats in *D*. *melanogaster* autosomes (A) and the X-chromosome (X). Repeats are not overlapping, i.e. the repeats are assigned by the longest length. For the two replicates used in Fig 3D, these numbers are doubled.
(PDF) Click here for additional data file.

S8 Table Number of GA repeats in *D*. *melanogaster* chromosomes and individual chromosomal arms. Repeats with different lengths may be overlapping.
(PDF) Click here for additional data file.

S9 Table Kolmogorov–Smirnov test was applied to the average distance values between S2 CLAMP ChIP-seq peaks. (PDF) Click here for additional data file.

S10 Table Kolmogorov–Smirnov test was applied to the average distance values between Kc CLAMP ChIP-seq peaks. (PDF) Click here for additional data file.

S11 Table Numbers of S2 and KC ChIP-seq peaks used in the average distance calculation are given. (PDF) Click here for additional data file.

S12 Table Kolmogorov–Smirnov test was applied to the normalized distance values between S2 CLAMP ChIP-seq peaks. (PDF) Click here for additional data file.

S13 Table Kolmogorov–Smirnov test was applied to the normalized distance values between Kc CLAMP ChIP-seq peaks. (PDF) Click here for additional data file.

S14 Table Conservation of CLAMP across species. Conservation of CLAMP relative to *D*. *melanogaster* was determined for both the full-length protein (FL) and the DNA binding domain (DBD) alone.
(PDF) Click here for additional data file.

S15 Table Number of matches to the CLAMP PBM motif per Mb on individual chromosomal arms. (PDF) Click here for additional data file.

S16 Table Number of GA repeats in *D*. *miranda* chromosomes. Repeats may be overlapping.
(PDF) Click here for additional data file.

S17 Table Number of GA repeats in *A*. *gambiae* chromosomes. Repeats may be overlapping.
(PDF) Click here for additional data file.

# Supplementary material for: Expansion of GA Dinucleotide Repeats Increases the Density of CLAMP Binding Sites on the X-Chromosome to Promote Drosophila Dosage Compensation
**Source:** PLoS Genet. 2016 Jul 14;12(7):e1006120. doi: 10.1371/journal.pgen.1006120

**A** Average distance between S2 CLAMP ChIPseq peaks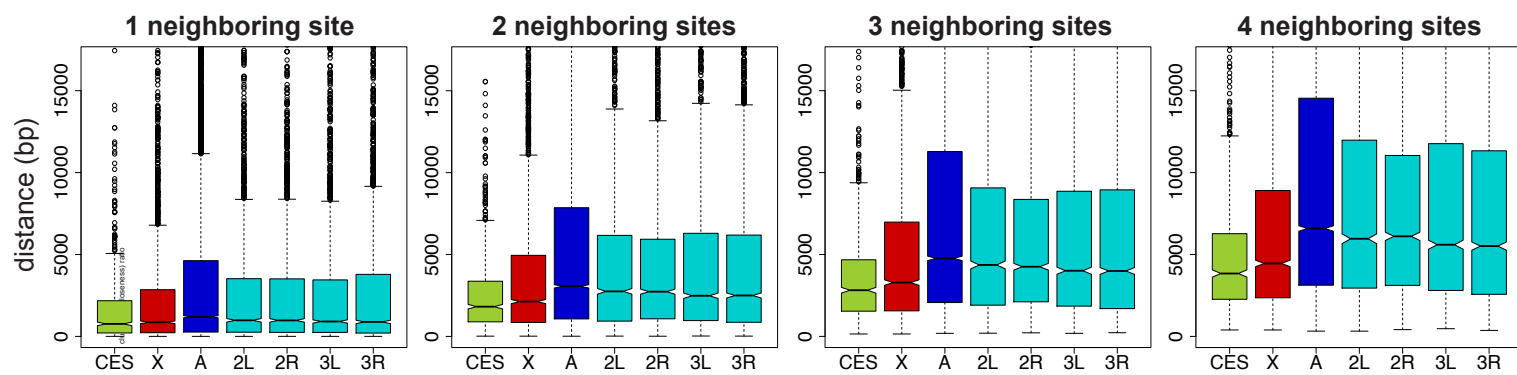

Normalized with a random distribution of the same number of sites

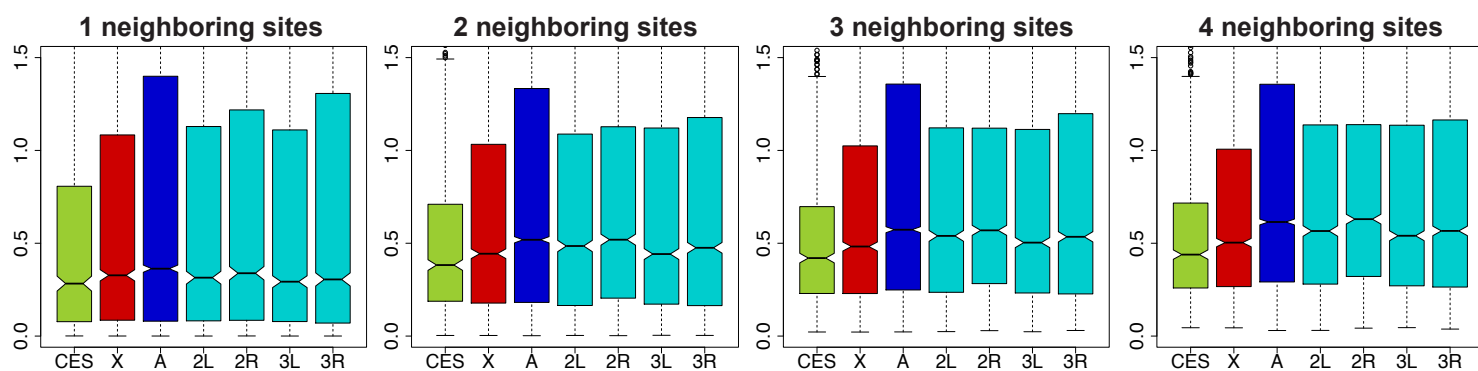**B** Average distance between Kc CLAMP ChIPseq peaks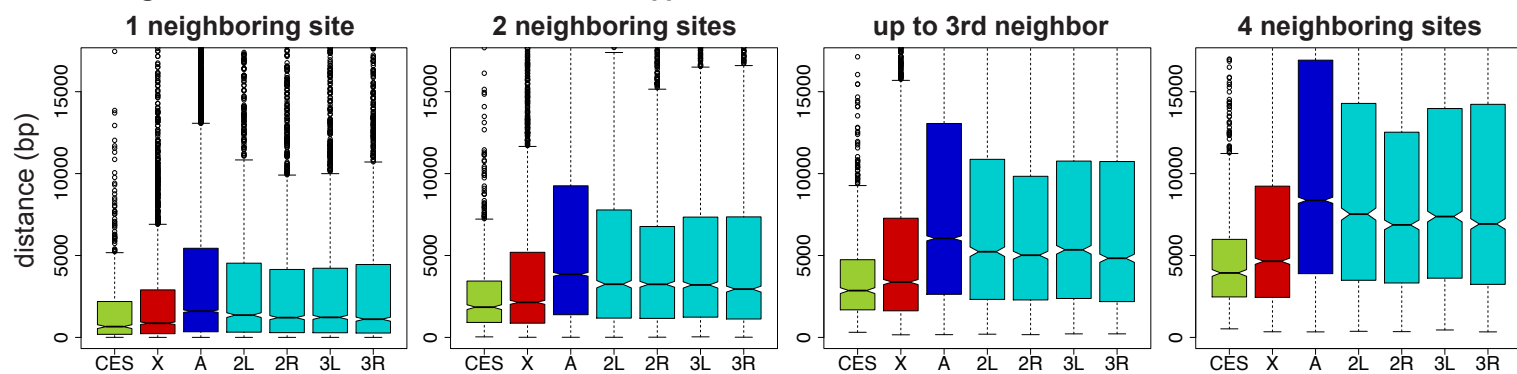

Normalized with a random distribution of the same number of sites

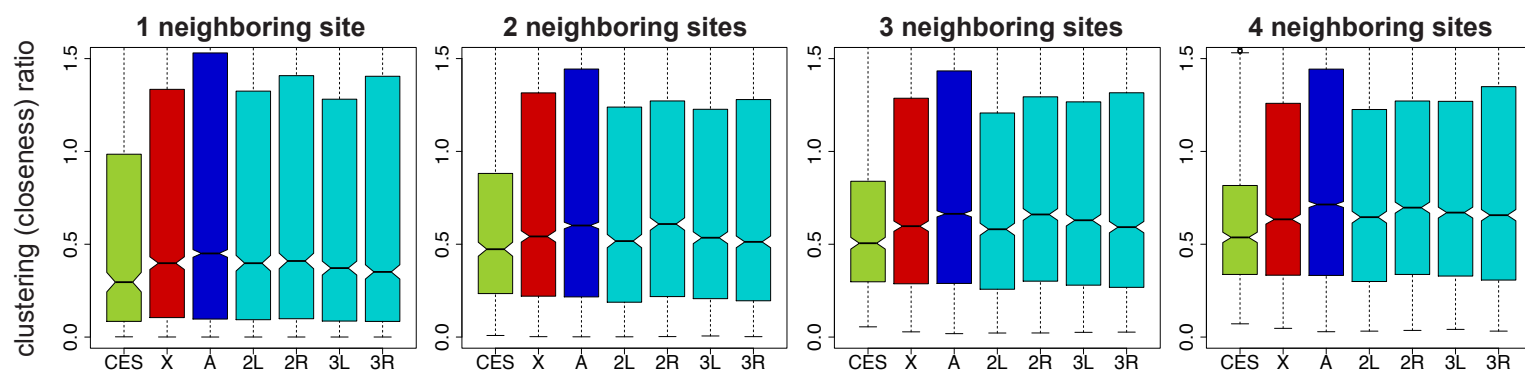

**Supplement:** S6 Fig — A) Average distance between neighboring S2 CLAMP ChIPseq peaks is plotted (top panel). Values are normalized based on a random distribution of peaks (bottom panel). B) The same average plots shown for S2 cells in (A) are shown for Kc cells.

# Supplementary material for: Expansion of GA Dinucleotide Repeats Increases the Density of CLAMP Binding Sites on the X-Chromosome to Promote Drosophila Dosage Compensation
**Source:** PLoS Genet. 2016 Jul 14;12(7):e1006120. doi: 10.1371/journal.pgen.1006120
**Supplement:** S11 Fig

*D.miranda* XL/2, repeat density ratio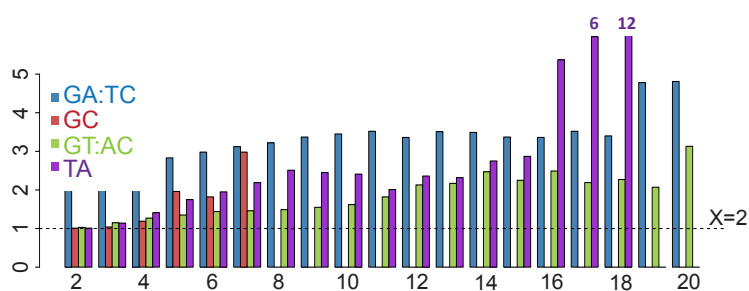*D.miranda* XL/4, repeat density ratio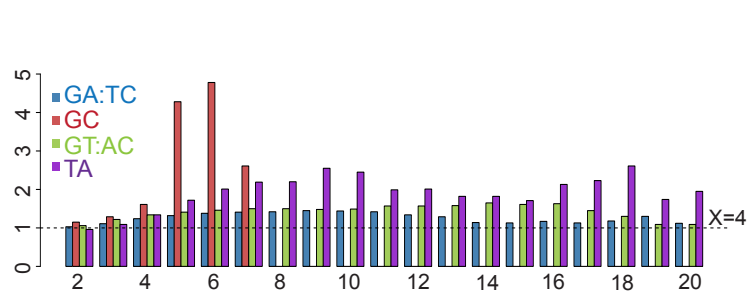*D.miranda* XL/5, repeat density ratio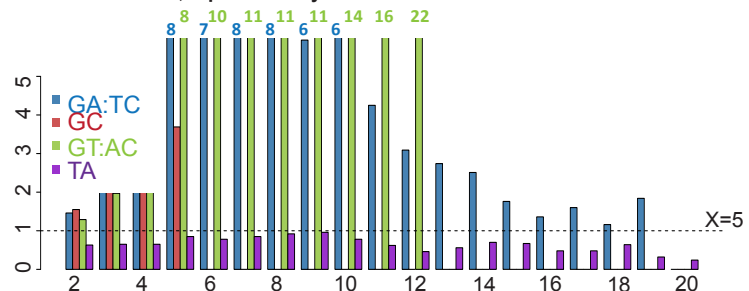*D.miranda* XR/2, repeat density ratio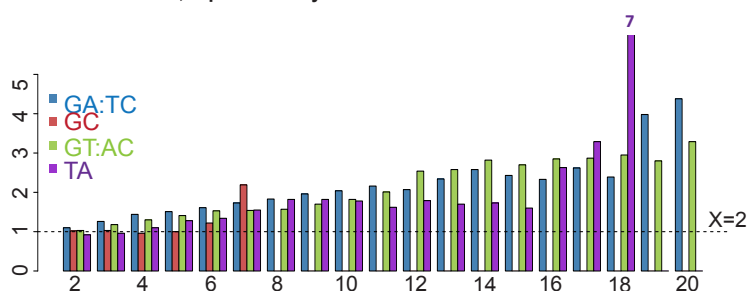*D.miranda* XR/4, repeat density ratio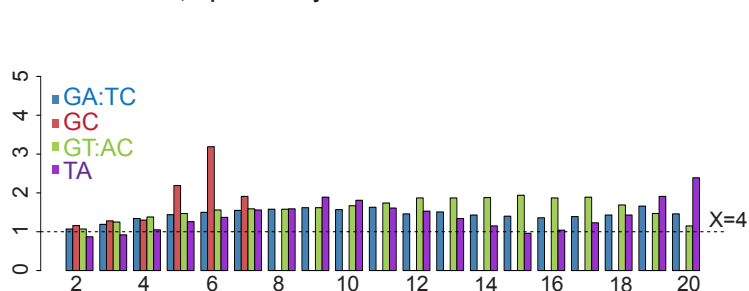*D.miranda* XR/5, repeat density ratio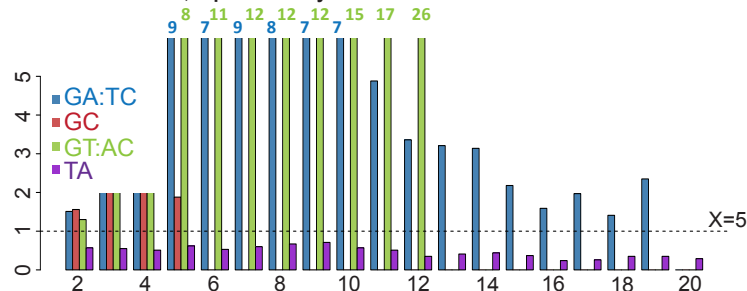*D.miranda* neoX/2, repeat density ratio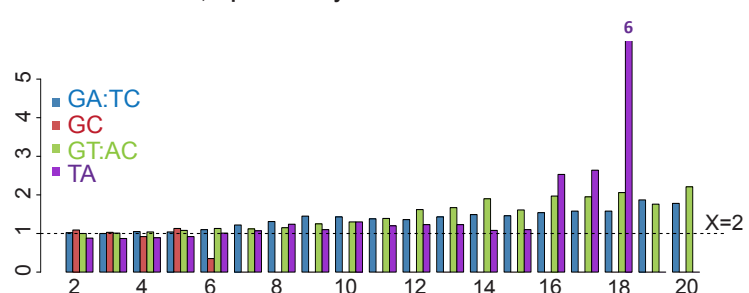*D.miranda* neoX/4, repeat density ratio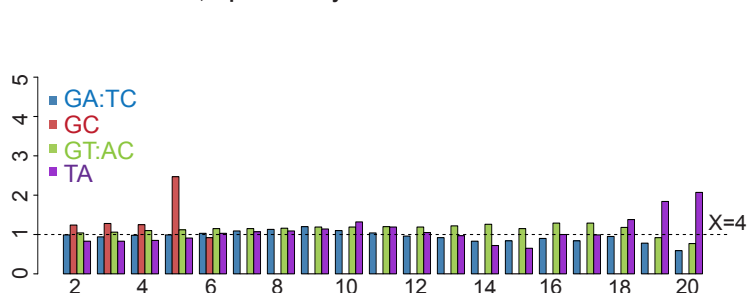*D.miranda* neoX/5, repeat density ratio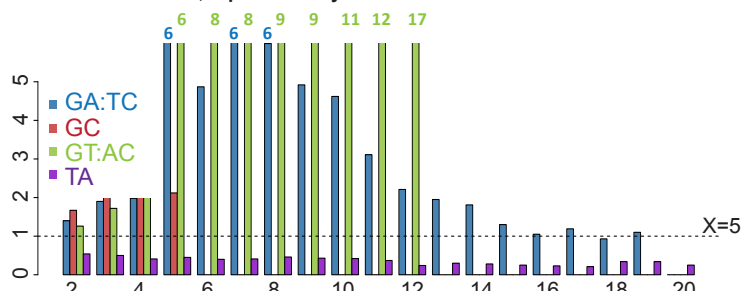

dinucleotide repeat number in genome

# Supplementary material for: Expansion of GA Dinucleotide Repeats Increases the Density of CLAMP Binding Sites on the X-Chromosome to Promote Drosophila Dosage Compensation
**Source:** PLoS Genet. 2016 Jul 14;12(7):e1006120. doi: 10.1371/journal.pgen.1006120
**Supplement:** S14 Fig — Symbols indicated conserved residues: | = fully conserved,: = similar,. = mismatch.

|              |     |                                       |     |
|--------------|-----|---------------------------------------|-----|
| Mel_MSL2_CXC | 525 | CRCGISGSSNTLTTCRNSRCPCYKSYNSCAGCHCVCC | 583 |
|              |     | .....                . : . . . . .    |     |
| Mir_MSL2_CXC | 364 | -----TPAARR-----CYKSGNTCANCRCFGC      | 385 |

# Supplementary material for: Expansion of GA Dinucleotide Repeats Increases the Density of CLAMP Binding Sites on the X-Chromosome to Promote Drosophila Dosage Compensation
**Source:** PLoS Genet. 2016 Jul 14;12(7):e1006120. doi: 10.1371/journal.pgen.1006120
**Supplement:** S1 Table — A description of the PBM probe classes and the number of probes in each class.

**Table S1.** The PBM probes.

| Probe ID                                                  | # of Probes | # Unique Sequences | # of Replicates | Brief Desc.                                                 |
|-----------------------------------------------------------|-------------|--------------------|-----------------|-------------------------------------------------------------|
| <b>(A) PROBES EXAMINING SINGLE pMRE/MRE SITES</b>         |             |                    |                 |                                                             |
| mreP_gen_nX_oY_rZ                                         | 27216       | 3402               | 4               | ChIP, +MRE/+pMRE, Genomic flanks                            |
| mreN_gen_nX_oY_rZ                                         | 10168       | 1271               | 4               | ChIP, -MRE/+pMRE, Genomic flanks                            |
| negP_gen_nX_oX_rX                                         | 1664        | 208                | 4               | (Neg Control) No ChIP, +MRE/+pMRE, Genomic flanks           |
| negN_gen_nX_oX_rX                                         | 6576        | 822                | 4               | (Neg Control) No ChIP, -MRE/+pMRE, Genomic flanks           |
| cons_nX_oY_rZ                                             | 2816        | 352                | 4               | Aggregate probeset of the 8-11bp pMREs with Constant Flanks |
| <b>(B) PROBES TILING ACROSS DIFFERENT GENOMIC REGIONS</b> |             |                    |                 |                                                             |
| rox1_n0_pX_oX_rX                                          | 1648        | 206                | 4               | Wide Tiling (1000bp windows), High Affinity Region          |
| 5c2_n0_pX_oX_rX                                           | 1632        | 204                | 4               | Wide Tiling (1000bp windows), High Affinity Region          |
| rox2_n0_pX_oX_rX                                          | 1648        | 206                | 4               | Wide Tiling (1000bp windows), High Affinity Region          |
| 11d1_n0_pX_oX_rX                                          | 1648        | 206                | 4               | Wide Tiling (1000bp windows), High Affinity Region          |
| 15a8_n0_pX_oX_rX                                          | 1648        | 206                | 4               | Wide Tiling (1000bp windows), High Affinity Region          |
| til_nochp_nX_pX_oX_rX                                     | 16456       | 2057               | 4               | Wide Tiling (1000bp windows), No CLAMP Chip, +pMRE          |
| til_chpmre_nX_pX_oX_rX                                    | 19568       | 2446               | 4               | Wide Tiling (1000bp windows) CLAMP Chip, +MRE/pMRE          |
| til_chpno_nX_pX_oX_rX                                     | 16424       | 2053               | 4               | Wide Tiling (1000bp windows) CLAMP Chip, -MRE/-pMRE         |
| ntil_nochp_nX_pX_oX_rX                                    | 14104       | 1763               | 4               | Narrow Tiling (100bp windows), CLAMP Chip, -MRE/-pMRE       |
| ntil_chp_nX_pX_oX_rX                                      | 33720       | 4215               | 4               | Narrow Tiling (100bp windows), CLAMP Chip, +MRE/+pMRE       |
| <b>(C) CONTROL PROBES</b>                                 |             |                    |                 |                                                             |
| pX_pX_nX_oX_rX                                            | 540         | 90                 | 6               | Pairs of Sites                                              |
| mre1_PO_pX_wX_oX_rX                                       | 336         | 28                 | 6               | Position Dependence (PWM1:AGAGAGAGA)                        |
| mre2_PO_pX_wX_oX_rX                                       | 348         | 29                 | 6               | Position Dependence (PWM2:TAGAAGAG)                         |
| extra_nX_oX_rX                                            | 570         | 6                  | 48              |                                                             |

# Supplementary material for: Expansion of GA Dinucleotide Repeats Increases the Density of CLAMP Binding Sites on the X-Chromosome to Promote Drosophila Dosage Compensation
**Source:** PLoS Genet. 2016 Jul 14;12(7):e1006120. doi: 10.1371/journal.pgen.1006120
**Supplement:** S3 Table — Values show the Kolmogorov–Smirnov test p-values. Similarities to the motif were calculated with the FIMO tool, and categories are–log10(p-value) is smaller than 4, between 4 and 5, between 5 and 6, and larger than 6.

**Table S3.** Kolmogorov–Smirnov test was applied to the enrichments on the sequences with different similarities to the motif.

|                      | $-\log_{10}(p) < 4$ | $-\log_{10}(p): 4-5$ | $-\log_{10}(p): 5-6$ | $-\log_{10}(p) > 6$ |
|----------------------|---------------------|----------------------|----------------------|---------------------|
| $-\log_{10}(p) < 4$  |                     |                      |                      |                     |
| $-\log_{10}(p): 4-5$ | $< 2.2e-16$         |                      |                      |                     |
| $-\log_{10}(p): 5-6$ | $< 2.2e-16$         | $< 2.2e-16$          |                      |                     |
| $-\log_{10}(p) > 6$  | $< 2.2e-16$         | $< 2.2e-16$          | $8.4e-4$             |                     |

Values show the Kolmogorov–Smirnov test p-values. Similarities to the motif were calculated with the FIMO tool, and categories are  $-\log_{10}(p\text{-value})$  is smaller than 4, between 4 and 5, between 5 and 6, and larger than 6.

# Supplementary material for: Expansion of GA Dinucleotide Repeats Increases the Density of CLAMP Binding Sites on the X-Chromosome to Promote Drosophila Dosage Compensation
**Source:** PLoS Genet. 2016 Jul 14;12(7):e1006120. doi: 10.1371/journal.pgen.1006120
**Supplement:** S4 Table — The Euclidean distance between all classes of motifs is shown. The Euclidean distance between the 8-bp cores and the flanking sequences are shown separately.

**Table S4.** Euclidean distance between motifs

| Comparison                     | 8-bp core | Flanking |
|--------------------------------|-----------|----------|
| PBM+ChIP+MRE+ vs PBM+ChIP+MRE- | 0.080     | 0.212    |
| PBM+ChIP+MRE+ vs PBM-ChIP-MRE+ | 0.091     | 0.117    |
| PBM+ChIP+MRE+ vs PBM-ChIP-MRE- | 0.268     | 0.264    |
| PBM+ChIP+MRE- vs PBM-ChIP-MRE+ | 0.119     | 0.196    |
| PBM+ChIP+MRE- vs PBM-ChIP-MRE- | 0.235     | 0.200    |
| PBM-ChIP-MRE+ vs PBM-ChIP-MRE- | 0.247     | 0.210    |

The Euclidean distance between all classes of motifs is shown. The Euclidean distance between the 8-bp cores and the flanking sequences are shown separately.

# Supplementary material for: Expansion of GA Dinucleotide Repeats Increases the Density of CLAMP Binding Sites on the X-Chromosome to Promote Drosophila Dosage Compensation
**Source:** PLoS Genet. 2016 Jul 14;12(7):e1006120. doi: 10.1371/journal.pgen.1006120
**Supplement:** S5 Table — Kolmogorov–Smirnov test was applied to the PBM intensities of probes with 8-bp core part and matched endogenous flank, with 8-bp core part and unmatched endogenous flank, with 8-bp core part and unmatched synthetic flank, without 8-bp core part, and with 8-bp core part and matched endogenous flank for 4 zinc finger protein. Values show the p-values.

**Table S5.** Kolmogorov-Smirnov test to compare binding to different flanking sequence categories.

| Kolmogorov–Smirnov test (p-values)  | 8bp + matched endogenous flank | 8bp + unmatched endogenous flank | 8bp + unmatched synthetic flank | without 8bp core part | 8bp + matched endogenous flank, 4ZF |
|-------------------------------------|--------------------------------|----------------------------------|---------------------------------|-----------------------|-------------------------------------|
| 8bp + matched endogenous flank      |                                |                                  |                                 |                       |                                     |
| 8bp + unmatched endogenous flank    | < 2.2e-16                      |                                  |                                 |                       |                                     |
| 8bp + unmatched synthetic flank     | < 2.2e-16                      | < 2.2e-16                        |                                 |                       |                                     |
| without 8bp core part               | < 2.2e-16                      | < 2.2e-16                        | 7.14e-11                        |                       |                                     |
| 8bp + matched endogenous flank, 4ZF | < 2.2e-16                      | < 2.2e-16                        | < 2.2e-16                       | < 2.2e-16             |                                     |

Kolmogorov–Smirnov test was applied to the PBM intensities of probes with 8-bp core part and matched endogenous flank, with 8-bp core part and unmatched endogenous flank, with 8-bp core part and unmatched synthetic flank, without 8-bp core part, and with 8-bp core part and matched endogenous flank for 4 zinc finger protein. Values show the p-values.

# Supplementary material for: Expansion of GA Dinucleotide Repeats Increases the Density of CLAMP Binding Sites on the X-Chromosome to Promote Drosophila Dosage Compensation
**Source:** PLoS Genet. 2016 Jul 14;12(7):e1006120. doi: 10.1371/journal.pgen.1006120
**Supplement:** S6 Table

**Table S6.** The count of probes that contain each number of GA-repeats.

| GA repeats | # probes |
|------------|----------|
| 1          | 65       |
| 2          | 1404     |
| 3          | 516      |
| 4          | 365      |
| 5          | 161      |
| 6          | 107      |
| 7          | 79       |
| 8          | 46       |
| 9          | 25       |
| 10         | 10       |
| 11+        | 17       |

# Supplementary material for: Expansion of GA Dinucleotide Repeats Increases the Density of CLAMP Binding Sites on the X-Chromosome to Promote Drosophila Dosage Compensation
**Source:** PLoS Genet. 2016 Jul 14;12(7):e1006120. doi: 10.1371/journal.pgen.1006120
**Supplement:** S7 Table — Repeats are not overlapping, i.e. the repeats are assigned by the longest length. For the two replicates used in Fig 3D, these numbers are doubled.

**Table S7.** Number of GA-repeats in *D. melanogaster* autosomes (A) and the X-chromosome (X).

|        | A      | X      |
|--------|--------|--------|
| GA*2   | 572439 | 119767 |
| GA*3   | 34825  | 7760   |
| GA*4   | 3703   | 1101   |
| GA*5   | 877    | 330    |
| GA*6   | 465    | 188    |
| GA*7   | 309    | 146    |
| GA*8   | 267    | 99     |
| GA*9   | 147    | 82     |
| GA*10  | 91     | 58     |
| GA*11  | 77     | 28     |
| GA*12+ | 106    | 68     |

Repeats are not overlapping, i.e. the repeats are assigned by the longest length. For the two replicates used in Fig 3D, these numbers are doubled.

# Supplementary material for: Expansion of GA Dinucleotide Repeats Increases the Density of CLAMP Binding Sites on the X-Chromosome to Promote Drosophila Dosage Compensation
**Source:** PLoS Genet. 2016 Jul 14;12(7):e1006120. doi: 10.1371/journal.pgen.1006120
**Supplement:** S8 Table — Repeats with different lengths may be overlapping.

**Table S8.** Number of GA repeats in *D. melanogaster* chromosomes and individual chromosomal arms. Repeats with different lengths may be overlapping.

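The table counts matches to GA-repeats of each length. Its legend states that repeats of different lengths may overlap, so the counts are not numbers of separate runs and a long run can be counted at several lengths and more than once. The matches to long repeats can be set against the matches to 2 repeats on the same chromosome, which needs no chromosome length. By the paper's counts, the X-chromosome has 2552 matches to 4 repeats and 139219 to 2 repeats, or 18.3 per 1000, and the autosomes have 7065 and 649229, or 10.9 per 1000, a ratio of 1.68. The same ratio is 2.31 at 8 repeats and 2.68 at 10 repeats. It rests on small numbers at 20 repeats, with 6 matches on the X-chromosome and 3 on the autosomes in the paper's table. No spread is given with these counts.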

|              | <b>X</b> | <b>A</b> | <b>2L</b> | <b>2R</b> | <b>3L</b> | <b>3R</b> | <b>4</b> |
|--------------|----------|----------|-----------|-----------|-----------|-----------|----------|
| <b>GA*2</b>  | 139219   | 649229   | 137531    | 152227    | 166567    | 186201    | 6703     |
| <b>GA*3</b>  | 11273    | 44768    | 9384      | 10376     | 11774     | 12748     | 486      |
| <b>GA*4</b>  | 2552     | 7065     | 1511      | 1610      | 1849      | 2063      | 32       |
| <b>GA*5</b>  | 1191     | 2696     | 627       | 583       | 684       | 797       | 5        |
| <b>GA*6</b>  | 752      | 1590     | 372       | 366       | 373       | 478       | 1        |
| <b>GA*7</b>  | 517      | 1054     | 249       | 239       | 254       | 312       | 0        |
| <b>GA*8</b>  | 352      | 710      | 186       | 152       | 167       | 205       | 0        |
| <b>GA*9</b>  | 248      | 432      | 101       | 98        | 102       | 131       | 0        |
| <b>GA*10</b> | 160      | 278      | 69        | 59        | 66        | 84        | 0        |
| <b>GA*11</b> | 100      | 186      | 46        | 41        | 39        | 60        | 0        |
| <b>GA*12</b> | 72       | 109      | 21        | 26        | 25        | 37        | 0        |
| <b>GA*13</b> | 43       | 71       | 8         | 17        | 20        | 26        | 0        |
| <b>GA*14</b> | 32       | 53       | 6         | 12        | 13        | 22        | 0        |
| <b>GA*15</b> | 20       | 32       | 2         | 6         | 8         | 16        | 0        |
| <b>GA*16</b> | 13       | 19       | 2         | 4         | 4         | 9         | 0        |
| <b>GA*17</b> | 11       | 11       | 0         | 3         | 3         | 5         | 0        |
| <b>GA*18</b> | 10       | 9        | 0         | 3         | 2         | 4         | 0        |
| <b>GA*19</b> | 7        | 5        | 0         | 1         | 1         | 3         | 0        |
| <b>GA*20</b> | 6        | 3        | 0         | 1         | 1         | 1         | 0        |
| <b>GA*21</b> | 4        | 2        | 0         | 0         | 1         | 1         | 0        |
| <b>GA*22</b> | 4        | 2        | 0         | 0         | 1         | 1         | 0        |
| <b>GA*23</b> | 4        | 2        | 0         | 0         | 1         | 1         | 0        |
| <b>GA*24</b> | 4        | 2        | 0         | 0         | 1         | 1         | 0        |
| <b>GA*25</b> | 4        | 2        | 0         | 0         | 1         | 1         | 0        |
| <b>GA*26</b> | 3        | 2        | 0         | 0         | 1         | 1         | 0        |
| <b>GA*27</b> | 2        | 2        | 0         | 0         | 1         | 1         | 0        |
| <b>GA*28</b> | 2        | 1        | 0         | 0         | 0         | 1         | 0        |

# Supplementary material for: Expansion of GA Dinucleotide Repeats Increases the Density of CLAMP Binding Sites on the X-Chromosome to Promote Drosophila Dosage Compensation
**Source:** PLoS Genet. 2016 Jul 14;12(7):e1006120. doi: 10.1371/journal.pgen.1006120
**Supplement:** S9 Table

**Table S9.** Kolmogorov–Smirnov test was applied to the average distance values between S2 CLAMP ChIP-seq peaks.

[illegible]

# Supplementary material for: Expansion of GA Dinucleotide Repeats Increases the Density of CLAMP Binding Sites on the X-Chromosome to Promote Drosophila Dosage Compensation
**Source:** PLoS Genet. 2016 Jul 14;12(7):e1006120. doi: 10.1371/journal.pgen.1006120
**Supplement:** S10 Table

**Table S10.** Kolmogorov–Smirnov test was applied to the average distance values between Kc CLAMP ChIP-seq peaks.

[illegible]

# Supplementary material for: Expansion of GA Dinucleotide Repeats Increases the Density of CLAMP Binding Sites on the X-Chromosome to Promote Drosophila Dosage Compensation
**Source:** PLoS Genet. 2016 Jul 14;12(7):e1006120. doi: 10.1371/journal.pgen.1006120
**Supplement:** S11 Table

**Table S11.** Numbers of S2 and KC ChIP-seq peaks used in the average distance calculation are given.

|        | 1st neighbor | up to 2nd neighbor | up to 3rd neighbor | up to 4th neighbor |
|--------|--------------|--------------------|--------------------|--------------------|
| S2 CES | 337          | 606                | 864                | 1055               |
| S2 X   | 2704         | 2704               | 2704               | 2704               |
| S2 A   | 11607        | 11607              | 11607              | 11607              |
| Kc CES | 248          | 516                | 788                | 1037               |
| Kc X   | 3220         | 3220               | 3220               | 3220               |
| Kc A   | 11878        | 11878              | 11878              | 11878              |

# Supplementary material for: Expansion of GA Dinucleotide Repeats Increases the Density of CLAMP Binding Sites on the X-Chromosome to Promote Drosophila Dosage Compensation
**Source:** PLoS Genet. 2016 Jul 14;12(7):e1006120. doi: 10.1371/journal.pgen.1006120
**Supplement:** S12 Table

**Table S12.** Kolmogorov–Smirnov test was applied to the normalized distance values between S2 CLAMP ChIP-seq peaks.

|                    |     | 1st neighbor |               |               | up to 2nd neighbor |               |               | up to 3rd neighbor |               |               | up to 4th neighbor |               |   |
|--------------------|-----|--------------|---------------|---------------|--------------------|---------------|---------------|--------------------|---------------|---------------|--------------------|---------------|---|
|                    |     | CES          | X             | A             | CES                | X             | A             | CES                | X             | A             | CES                | X             | A |
| 1st neighbor       | CES |              |               |               |                    |               |               |                    |               |               |                    |               |   |
|                    | X   | 2.88<br>e-03 |               |               |                    |               |               |                    |               |               |                    |               |   |
|                    | A   | 1.16<br>e-02 | 1.43<br>e-05  |               |                    |               |               |                    |               |               |                    |               |   |
| up to 2nd neighbor | CES | 1.84<br>e-06 | 4.46<br>e-14  | < 2.2<br>e-16 |                    |               |               |                    |               |               |                    |               |   |
|                    | X   | 3.73<br>e-04 | < 2.2<br>e-16 | < 2.2<br>e-16 | 3.17<br>e-06       |               |               |                    |               |               |                    |               |   |
|                    | A   | 8.24<br>e-04 | < 2.2<br>e-16 | < 2.2<br>e-16 | 1.11<br>e-15       | 9.42<br>e-08  |               |                    |               |               |                    |               |   |
| up to 3rd neighbor | CES | 1.51<br>e-08 | < 2.2<br>e-16 | < 2.2<br>e-16 | 3.70<br>e-02       | 2.83<br>e-11  | < 2.2<br>e-16 |                    |               |               |                    |               |   |
|                    | X   | 6.55<br>e-09 | < 2.2<br>e-16 | < 2.2<br>e-16 | 5.61<br>e-07       | 4.81<br>e-07  | 1.05<br>e-12  | 9.82<br>e-12       |               |               |                    |               |   |
|                    | A   | 4.32<br>e-09 | < 2.2<br>e-16 | < 2.2<br>e-16 | < 2.2<br>e-16      | < 2.2<br>e-16 | < 2.2<br>e-16 | < 2.2<br>e-16      | 1.98<br>e-12  |               |                    |               |   |
| up to 4th neighbor | CES | 9.38<br>e-12 | < 2.2<br>e-16 | < 2.2<br>e-16 | 3.46<br>e-05       | 5.55<br>e-16  | < 2.2<br>e-16 | 8.17<br>e-02       | 1.48<br>e-13  | < 2.2<br>e-16 |                    |               |   |
|                    | X   | 1.50<br>e-13 | < 2.2<br>e-16 | < 2.2<br>e-16 | 7.30<br>e-07       | < 2.2<br>e-16 | < 2.2<br>e-16 | 2.74<br>e-12       | 9.35<br>e-04  | 9.99<br>e-16  | 6.10<br>e-13       |               |   |
|                    | A   | 7.49<br>e-13 | < 2.2<br>e-16 | < 2.2<br>e-16 | < 2.2<br>e-16      | < 2.2<br>e-16 | < 2.2<br>e-16 | < 2.2<br>e-16      | < 2.2<br>e-16 | 2.07<br>e-09  | < 2.2<br>e-16      | < 2.2<br>e-16 |   |

# Supplementary material for: Expansion of GA Dinucleotide Repeats Increases the Density of CLAMP Binding Sites on the X-Chromosome to Promote Drosophila Dosage Compensation
**Source:** PLoS Genet. 2016 Jul 14;12(7):e1006120. doi: 10.1371/journal.pgen.1006120
**Supplement:** S13 Table

**Table S13.** Kolmogorov–Smirnov test was applied to the normalized distance values between Kc CLAMP ChIP-seq peaks.

|                    |     | 1st neighbor |               |               | up to 2nd neighbor |               |               | up to 3rd neighbor |               |               | up to 4th neighbor |              |   |
|--------------------|-----|--------------|---------------|---------------|--------------------|---------------|---------------|--------------------|---------------|---------------|--------------------|--------------|---|
|                    |     | CES          | X             | A             | CES                | X             | A             | CES                | X             | A             | CES                | X            | A |
| 1st neighbor       | CES |              |               |               |                    |               |               |                    |               |               |                    |              |   |
|                    | X   | 1.82<br>e-01 |               |               |                    |               |               |                    |               |               |                    |              |   |
|                    | A   | 1.27<br>e-01 | 1.21<br>e-04  |               |                    |               |               |                    |               |               |                    |              |   |
| up to 2nd neighbor | CES | 1.36<br>e-07 | 4.55<br>e-15  | < 2.2<br>e-16 |                    |               |               |                    |               |               |                    |              |   |
|                    | X   | 3.01<br>e-07 | < 2.2<br>e-16 | < 2.2<br>e-16 | 1.32<br>e-04       |               |               |                    |               |               |                    |              |   |
|                    | A   | 1.63<br>e-05 | < 2.2<br>e-16 | < 2.2<br>e-16 | 1.32<br>e-07       | 4.71<br>e-03  |               |                    |               |               |                    |              |   |
| up to 3rd neighbor | CES | 1.17<br>e-12 | < 2.2<br>e-16 | < 2.2<br>e-16 | 6.09<br>e-02       | 6.93<br>e-13  | < 2.2<br>e-16 |                    |               |               |                    |              |   |
|                    | X   | 1.23<br>e-12 | < 2.2<br>e-16 | < 2.2<br>e-16 | 2.59<br>e-04       | 5.45<br>e-09  | < 2.2<br>e-16 | 1.05<br>e-11       |               |               |                    |              |   |
|                    | A   | 1.74<br>e-10 | < 2.2<br>e-16 | < 2.2<br>e-16 | 9.64<br>e-08       | 1.31<br>e-13  | < 2.2<br>e-16 | < 2.2<br>e-16      | 1.16<br>e-05  |               |                    |              |   |
| up to 4th neighbor | CES | 2.83<br>e-14 | < 2.2<br>e-16 | < 2.2<br>e-16 | 9.97<br>e-03       | < 2.2<br>e-16 | < 2.2<br>e-16 | 4.34<br>e-01       | < 2.2<br>e-16 | < 2.2<br>e-16 |                    |              |   |
|                    | X   | 4.44<br>e-16 | < 2.2<br>e-16 | < 2.2<br>e-16 | 8.03<br>e-05       | < 2.2<br>e-16 | < 2.2<br>e-16 | 6.49<br>e-11       | 1.07<br>e-04  | 3.70<br>e-11  | 3.33<br>e-16       |              |   |
|                    | A   | 5.37<br>e-14 | < 2.2<br>e-16 | < 2.2<br>e-16 | 3.38<br>e-09       | < 2.2<br>e-16 | < 2.2<br>e-16 | < 2.2<br>e-16      | 2.43<br>e-11  | 1.32<br>e-08  | < 2.2<br>e-16      | 9.11<br>e-09 |   |

# Supplementary material for: Expansion of GA Dinucleotide Repeats Increases the Density of CLAMP Binding Sites on the X-Chromosome to Promote Drosophila Dosage Compensation
**Source:** PLoS Genet. 2016 Jul 14;12(7):e1006120. doi: 10.1371/journal.pgen.1006120
**Supplement:** S14 Table — Conservation of CLAMP relative to D. melanogaster was determined for both the full-length protein (FL) and the DNA binding domain (DBD) alone.

**Table S14.** Conservation of CLAMP across species .

| <b>Species</b>         | <b>FL %<br/>Identity</b> | <b>FL %<br/>Similarity</b> | <b>DBD %<br/>Identity</b> | <b>DBD %<br/>Similarity</b> |
|------------------------|--------------------------|----------------------------|---------------------------|-----------------------------|
| <i>D. melanogaster</i> | 100.0                    | 100.0                      | 100.0                     | 100.0                       |
| <i>D. miranda</i>      | 92.6                     | 95.9                       | 99.4                      | 100.0                       |
| <i>A. gambiae</i>      | 50.5                     | 59.0                       | 89.0                      | 93.9                        |

Conservation of CLAMP relative to *D. melanogaster* was determined for both the full-length protein (FL) and the DNA binding domain (DBD) alone.

# Supplementary material for: Expansion of GA Dinucleotide Repeats Increases the Density of CLAMP Binding Sites on the X-Chromosome to Promote Drosophila Dosage Compensation
**Source:** PLoS Genet. 2016 Jul 14;12(7):e1006120. doi: 10.1371/journal.pgen.1006120
**Supplement:** S15 Table

**Table S15.** Number of matches to the CLAMP PBM motif per Mb on individual chromosomal arms.

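The table gives the paper's motif matches per Mb of genome sequence, whether or not CLAMP was bound there. By the paper's values, the *D. melanogaster* X-chromosome has 202.8 matches per Mb and the arms 2L, 2R, 3L and 3R have between 88.2 and 91.6, while chromosome 4 has 11.9. The larval ChIP-seq peaks were spread more evenly over the same arms. Regions shared by both replicates occurred at 19.1 per Mb on X, 17.1 on 2L, 17.7 on 2R, 18.3 on 3L, 19.6 on 3R and 24.1 on chromosome 4 (exact 95% Poisson interval 16.4 to 34.2, 31 regions). Random placements gave a mean of 1795 shared regions, against 2223 observed, so much of this even spread could be chance overlap. The number beyond the random mean was 4.9 per Mb on X, 2.7 to 4.1 on 2L, 2R, 3L and 3R, and 4.7 on chromosome 4. Over windows of 1 Mb, the ratio of this excess on X to autosomes was 1.38, not distinguishable from 1 (permutation p = 0.226). In *D. miranda*, the paper's values are 645.4 matches per Mb on XL, 729 on XR, 478 on neoX, 387.5 on chromosome 2, 507.3 on chromosome 4 and 136 on chromosome 5. Chromosome 5 has the lowest motif density in the paper's table for *D. miranda* and the highest density of shared peak regions, but these are 29 regions with a wide interval. Its peak density was the highest of all in replicate 1 but below that of XL, XR, neoX and chromosome 2 in replicate 2. Sharing relative to random placements on chromosome 5 was 1.24 times that of the other autosomes, which was not distinguishable from 1 (exact binomial test, p = 0.262).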

| <i>D. melanogaster</i> |       | <i>D. miranda</i> |       | <i>A. gambiae</i> |       |
|------------------------|-------|-------------------|-------|-------------------|-------|
| chr2L                  | 91.6  | chr2              | 387.5 | chr2L             | 409.7 |
| chr2R                  | 88.2  | chr4              | 507.3 | chr2R             | 416.5 |
| chr3L                  | 90.6  | chr5              | 136.0 | chr3L             | 334.1 |
| chr3R                  | 91.4  | neoX              | 478.0 | chr3R             | 372.3 |
| chr4                   | 11.9  | chrXL             | 645.4 | chrX              | 870.0 |
| chrX                   | 202.8 | chrXR             | 729.0 |                   |       |

# Supplementary material for: Expansion of GA Dinucleotide Repeats Increases the Density of CLAMP Binding Sites on the X-Chromosome to Promote Drosophila Dosage Compensation
**Source:** PLoS Genet. 2016 Jul 14;12(7):e1006120. doi: 10.1371/journal.pgen.1006120
**Supplement:** S16 Table — Repeats may be overlapping.

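For *D. miranda*, the paper counted matches to GA-repeats, which may overlap, on XL, XR and chromosome 3, the neoX, and on the autosomes 2, 4 and 5 together. Relative to matches to 2 repeats on the same chromosomes, the paper's counts give 51.8 matches to 4 repeats per 1000 on XL, 54.4 on XR, 42.6 on chromosome 3 and 42.0 on the autosomes. The ratio to the autosomes is 1.23 for XL, 1.30 for XR and 1.01 for chromosome 3. At 10 repeats, it is 1.59, 1.68 and 1.26, from 379, 562 and 272 matches in the paper's table. At 15 repeats, it is lower again, at 1.39 for XL, 1.665 for XR and 1.07 for chromosome 3, from 66, 111 and 46 matches. At 20 repeats, where the paper counts 18, 32 and 9 matches and 29 on the autosomes, it is 1.69 for XL, 2.13 for XR and 0.935 for chromosome 3.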

**Table S16.** Number of GA repeats in *D. miranda* chromosomes. Repeats may be overlapping.

|              | <b>XL</b> | <b>XR</b> | <b>3</b> | <b>A (2,4,5)</b> | <b>2</b> | <b>4</b> | <b>5</b> |
|--------------|-----------|-----------|----------|------------------|----------|----------|----------|
| <b>GA*2</b>  | 92978     | 130682    | 83961    | 252853           | 130383   | 117364   | 5106     |
| <b>GA*3</b>  | 13816     | 20057     | 10967    | 34014            | 17372    | 16151    | 491      |
| <b>GA*4</b>  | 4819      | 7111      | 3574     | 10618            | 5407     | 5058     | 153      |
| <b>GA*5</b>  | 2475      | 3674      | 1753     | 5126             | 2663     | 2439     | 24       |
| <b>GA*6</b>  | 1637      | 2416      | 1147     | 3207             | 1645     | 1542     | 20       |
| <b>GA*7</b>  | 1104      | 1657      | 809      | 2083             | 1049     | 1023     | 11       |
| <b>GA*8</b>  | 749       | 1138      | 564      | 1378             | 681      | 689      | 8        |
| <b>GA*9</b>  | 519       | 792       | 405      | 917              | 443      | 467      | 7        |
| <b>GA*10</b> | 379       | 562       | 272      | 648              | 301      | 342      | 5        |
| <b>GA*11</b> | 265       | 415       | 183      | 458              | 210      | 243      | 5        |
| <b>GA*12</b> | 193       | 286       | 130      | 344              | 151      | 188      | 5        |
| <b>GA*13</b> | 137       | 218       | 92       | 244              | 102      | 138      | 4        |
| <b>GA*14</b> | 94        | 160       | 64       | 178              | 68       | 107      | 3        |
| <b>GA*15</b> | 66        | 111       | 46       | 129              | 50       | 76       | 3        |
| <b>GA*16</b> | 51        | 81        | 37       | 98               | 38       | 57       | 3        |
| <b>GA*17</b> | 40        | 67        | 28       | 76               | 28       | 46       | 2        |
| <b>GA*18</b> | 29        | 48        | 22       | 56               | 22       | 32       | 2        |
| <b>GA*19</b> | 23        | 40        | 13       | 35               | 11       | 23       | 1        |
| <b>GA*20</b> | 18        | 32        | 9        | 29               | 8        | 21       | 0        |
| <b>GA*21</b> | 16        | 26        | 8        | 24               | 7        | 17       | 0        |
| <b>GA*22</b> | 15        | 24        | 5        | 21               | 7        | 14       | 0        |
| <b>GA*23</b> | 12        | 18        | 3        | 17               | 7        | 10       | 0        |
| <b>GA*24</b> | 10        | 17        | 3        | 15               | 6        | 9        | 0        |
| <b>GA*25</b> | 9         | 15        | 2        | 13               | 5        | 8        | 0        |
| <b>GA*26</b> | 8         | 12        | 2        | 11               | 4        | 7        | 0        |
| <b>GA*27</b> | 6         | 12        | 2        | 7                | 1        | 6        | 0        |
| <b>GA*28</b> | 5         | 9         | 1        | 7                | 1        | 6        | 0        |

# Supplementary material for: Expansion of GA Dinucleotide Repeats Increases the Density of CLAMP Binding Sites on the X-Chromosome to Promote Drosophila Dosage Compensation
**Source:** PLoS Genet. 2016 Jul 14;12(7):e1006120. doi: 10.1371/journal.pgen.1006120
**Supplement:** S17 Table — Repeats may be overlapping.

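In *A. gambiae*, a mosquito for which no ChIP-seq was performed, the comparison rests on genome sequence alone. The paper's counts, in which repeats may overlap, give 73.0 matches to 4 GA repeats per 1000 matches to 2 repeats on the X-chromosome and 40.8 on the autosomes, a ratio of 1.79. The ratio is 2.36 at 8 repeats and 2.56 at 20 repeats, the latter from 233 matches on the X-chromosome and 687 on the autosomes.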

**Table S17** Number of GA repeats in *A. gambiae* chromosomes. Repeats may be overlapping.

|              | <b>X</b> | <b>A</b> | <b>2L</b> | <b>2R</b> | <b>3L</b> | <b>3R</b> |
|--------------|----------|----------|-----------|-----------|-----------|-----------|
| <b>GA*2</b>  | 87061    | 655817   | 159887    | 192336    | 132715    | 170879    |
| <b>GA*3</b>  | 14166    | 79426    | 19639     | 23604     | 15466     | 20717     |
| <b>GA*4</b>  | 6356     | 26736    | 6686      | 8331      | 4955      | 6764      |
| <b>GA*5</b>  | 4097     | 15820    | 3991      | 4979      | 2843      | 4007      |
| <b>GA*6</b>  | 3034     | 10851    | 2749      | 3488      | 1928      | 2686      |
| <b>GA*7</b>  | 2273     | 7687     | 1954      | 2514      | 1341      | 1878      |
| <b>GA*8</b>  | 1732     | 5522     | 1397      | 1835      | 982       | 1308      |
| <b>GA*9</b>  | 1343     | 4048     | 1024      | 1360      | 707       | 957       |
| <b>GA*10</b> | 1063     | 3110     | 790       | 1036      | 539       | 745       |
| <b>GA*11</b> | 867      | 2498     | 637       | 841       | 420       | 600       |
| <b>GA*12</b> | 731      | 2102     | 534       | 705       | 357       | 506       |
| <b>GA*13</b> | 616      | 1808     | 451       | 612       | 304       | 441       |
| <b>GA*14</b> | 522      | 1554     | 381       | 526       | 272       | 375       |
| <b>GA*15</b> | 458      | 1355     | 329       | 456       | 247       | 323       |
| <b>GA*16</b> | 404      | 1182     | 286       | 400       | 217       | 279       |
| <b>GA*17</b> | 352      | 1055     | 264       | 355       | 194       | 242       |
| <b>GA*18</b> | 315      | 921      | 230       | 310       | 168       | 213       |
| <b>GA*19</b> | 270      | 804      | 207       | 267       | 141       | 189       |
| <b>GA*20</b> | 233      | 687      | 179       | 228       | 113       | 167       |
| <b>GA*21</b> | 196      | 594      | 160       | 192       | 102       | 140       |
| <b>GA*22</b> | 168      | 514      | 133       | 171       | 93        | 117       |
| <b>GA*23</b> | 146      | 450      | 116       | 149       | 82        | 103       |
| <b>GA*24</b> | 131      | 399      | 104       | 127       | 75        | 93        |
| <b>GA*25</b> | 117      | 344      | 88        | 110       | 65        | 81        |
| <b>GA*26</b> | 96       | 304      | 76        | 96        | 55        | 77        |
| <b>GA*27</b> | 89       | 258      | 62        | 78        | 52        | 66        |
| <b>GA*28</b> | 74       | 228      | 53        | 68        | 48        | 59        |

How the deposited data were processed for this re-analysis (not part of the article)

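CLAMP binding was measured by ChIP-seq in female larvae of the third instar of *D. melanogaster* and *D. miranda*, with 2 ChIP and 2 input libraries per species. The peak lists of the 4 ChIP libraries were analysed; the 4 input libraries enter only through the authors' peak calls. According to the paper, the authors aligned reads to dm3 or to a published *D. miranda* assembly with unique alignments only, removed positions with anomalously high tag counts, normalized tag counts by library size and called peaks with SPP at default parameters. The aligner and the version of SPP are not given in the sources used here. Peaks were called on each replicate and not on pooled replicates. For each peak the authors deposited 1 value that the lists do not name, read here as a log2 ratio of ChIP to input tag counts that the authors had normalized by library size. This reading comes from the spacing of the values: of the distinct values, 157 of 256 and 887 of 1595 in *D. melanogaster* and 164 of 300 and 412 of 929 in *D. miranda* had a partner exactly 1 away (tolerance 1e-08). Rankings and selections of peaks by this value do not depend on this reading, whereas differences in median value between chromosomes and Pearson correlations of the value between replicates are on the scale so read.

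The depth of the ChIP libraries is known only from the paper, as 5882185 aligned reads for *D. melanogaster* replicate 1 and 3149806 and 5512100 for the *D. miranda* replicates. For *D. melanogaster* replicate 2 the paper's count of 267213 aligned reads and its percentage of 47.38 do not match, so this depth is uncertain. In *D. miranda* replicate 1, 12.5% of peaks share a single most common value, and 14.6% in *D. melanogaster* replicate 1, which limits how finely these peaks can be ranked. No peak is narrower than 1000 bp, and 25.5%, 5.07%, 31.1% and 14.2% of the peaks have exactly this width in the 4 lists.

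From the lists, peaks on X, 2L, 2R, 3L, 3R and 4 of *D. melanogaster* and on XL, XR, neoX, 2, 4 and 5 of *D. miranda* were kept for comparisons between chromosomes. *D. miranda* autosomes are named by the Fig 6 legend and XL and neoX by the S10 Fig legend, and the sequence named AD in the lists was taken as XR, Muller-D in that legend. The S11 Fig legend exchanges the Muller elements of chromosomes 2 and 4, which alters no comparison of X-chromosomes with pooled autosomes. Peaks of the 2 replicates were linked where they overlapped by at least 1 bp, and linked peaks were merged into shared regions. The number of shared regions was compared with 1000 random placements of the replicate 2 peaks on the same chromosomes between the first and the last peak. Densities on X-chromosomes and autosomes were compared by an exact conditional binomial test with a 95% interval, which covers counting error only. Chromosome lengths were taken as the end of the last peak, since no genome of these builds was used. Medians of peak width and peak value were compared by permuting the chromosome label over the peaks of each list, with 100000 resamples. Peaks of 1 library are not independent replicates, so these tests describe the libraries. Spacing between neighboring regions was computed as the mean distance to the nearest 4 neighbors over the median of 10 random sets. The Muller elements of both species were compared by resampling windows of 1 Mb 10000 times. Adjusted p-values are by the Benjamini-Hochberg method.

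The regions named by position are the 3 shared regions per species with the best mean rank of peak value, a rule set before the data were examined. The alternatives set before the data were examined were a reciprocal overlap of 50%, peak centers within 200 bp, the 50% of peaks with the highest value, lists of equal length, each replicate alone, autosomes without Muller element F, base pairs covered, length from the first to the last peak, top sets of 500 and 2000, and the nearest 1, 2 or 3 neighbors. The selection called the 50% of peaks with the highest value kept more than 50% of each list. Chosen after seeing the data were a permutation over windows of 1 Mb, subtraction of the overlap of random placements, the widest 50% of each list and a top set ranked by width.

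The procedures were tested on simulated lists or counts with known answers. With no planted overlap, an excess of shared regions was called in 1 of 40 simulated *D. melanogaster* pairs (8987 peaks) and 0 of 40 *D. miranda* pairs (3577 peaks). With 200 planted regions it was called in 40 of 40 in each species, with mean estimates of 130 and 140, so the excess over random placements understates the number of truly shared regions. Density ratios were tested on region counts drawn directly at a set ratio, with no peaks placed and no overlap by chance. A set ratio of 2 was estimated at 2.00 in *D. melanogaster* and 1.99 in *D. miranda*, and called in 200 of 200 simulations in each. A set ratio of 1 was called different from 1 in 9 and 11 of 200. Such draws test the calculation only. They do not show whether an excess of binding on the X would stay visible among chance overlaps. The limits within which these simulations had to fall were set after a first round of them.

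Analyses that need the sequence or the genes under the peaks were planned but not run, because no genome of the builds used by the authors was at hand: motifs, GA-repeat content, the share of cytosine at position 4 of the core, and peaks at *roX1*, *roX2* and the genes of the MSL complex. The gene table of another *D. melanogaster* build was not used. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.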

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

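Of the tests in this part, both were chosen after the peaks had been seen.

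The *D. melanogaster* lists include peaks on heterochromatic and unplaced sequences (2LHet, 2RHet, 3LHet, 3RHet, XHet, U and Uextra), which the paper does not discuss: 93 in replicate 1, or 1.02% of the list, and 368 in replicate 2, or 4.19%. In replicate 2 they include 86 of the 100 peaks of highest value, but 4 of 100 in replicate 1. The best 2 of the named *D. melanogaster* regions lie there as well, on Uextra from 12248202 to 12250251 and from 18118516 to 18120615 (dm3), with log2 values of 4.72 and 4.97 in replicate 1 and 9.75 and 6.87 in replicate 2. The next lies on 3L from 12601504 to 12603739, with log2 values of 4.84 and 5.07.

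Random positions spread evenly over these sequences would not give this overlap between replicates. Since only unique alignments were kept, peaks may be confined to a part of these sequences, and the placements did not take this into account. Of the 93 replicate 1 peaks, 37 overlapped a replicate 2 peak (39.8%, exact 95% interval 29.8 to 50.5), 5.95 times the 6.22 expected from random placements on the same sequences. They formed 33 shared regions against a random mean of 6.09 (one-sided permutation p = 0.001, the smallest that 1000 placements can give). On the chromosome arms, 25.7% of replicate 1 peaks were shared (Fisher's exact test, two-sided, p = 0.00394, against 39.8%). A deeper replicate 2 does not account for its larger number of such peaks, since the paper gives it 0.548 times as many processed ChIP reads as replicate 1. What stays open includes how much of these sequences reads can align to uniquely. Further candidates are repeated sequences whose copy number in the larvae differs from the assembly, and the depth of the input libraries at these sequences. Binding of CLAMP to repeats is another. None of these was tested, because it would need the sequence or the reads, and the design holds no condition that bears on a biological explanation.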

How the results depend on the processing

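Chosen after seeing the data were the permutation over windows of 1 Mb, the subtraction of random overlap, the widest 50% of each list and the top set ranked by width.

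In both species the number of shared regions exceeded random placements under every overlap rule and every selection made before the lists were overlapped. It was 1.22 to 1.81 times the random mean in *D. melanogaster* and 1.12 to 2.04 times in *D. miranda*. The number itself moved with the rule, as a stricter rule or a shorter list leaves fewer pairs. It was 1144 in *D. melanogaster* and 701 in *D. miranda* with a reciprocal overlap of 50%, and 459 and 268 with centers within 200 bp. It was 664 and 297 for the 50% of peaks with the highest value, and 846 and 598 for the widest 50%. The selection by value, called the highest 50% here and below, kept more than 50% of each list. In replicate 1, it kept 4800 of 8987 and 1984 of 3577 peaks. Lists of equal length gave 293 in *D. miranda* (1.12 times the random mean, permutation p = 0.019 from random placements, against 0.001 for the other rules) and 2056 in *D. melanogaster*. Leaving out a replicate leaves no overlap to count. For the highest peaks of replicate 2 set against the whole replicate 1 list, sharing did fall below the random mean. It was 0.530 times that mean in the 100 highest peaks of *D. melanogaster* and 0.627 times in the 250 highest of *D. miranda*.

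The X to autosome density ratios depended on the replicate and on the peaks selected, and the cause was not tested. Each replicate alone gave 0.922 to 0.999 for the *D. melanogaster* X, against 1.04 for shared regions, and the value of 0.922, from replicate 1 (without replicate 2), was below 1 (exact test p = 0.00359). The ranges were 1.04 to 1.09 for XL, whose ratio passed the threshold before adjustment with both replicates (adjusted p = 0.131) and not with either replicate alone, 1.03 to 1.07 for XR, where replicate 2 alone passed the threshold at 1.07 (exact test p = 0.00301), and 1.04 to 1.07 for neoX. The 50% of peaks with the highest value gave 1.22 for the *D. melanogaster* X and 1.40 for XR, both now past the threshold, and 1.02 for XL, no longer past it. Base pairs covered gave 0.984 for the *D. melanogaster* X, 1.11 for XL (p = 0.00827) and 1.10 for both XR (p = 0.00427) and neoX (p = 0.0268), by permutation of windows, so that all 3 *D. miranda* X-chromosomes passed the threshold under this measure. The widest 50% of peaks gave 1.24 for the *D. melanogaster* X and 1.39 for neoX, both past the threshold, and 1.23 for XL, no longer past it. After subtracting random overlap, the ratio was 1.32 for XL (p = 0.17 by permutation) and 0.942 for XR. A reciprocal overlap, leaving out Muller element F, the length from first to last peak and the permutation over windows changed no direction or call of these 4 ratios.

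Among the top 1000 regions, the *D. melanogaster* ratio of 1.19 (p = 0.0282 by the exact test, 0.113 after adjustment over 4 comparisons) fell to 1.07 with 2000 regions and to between 1.02 and 1.11 for the 1000 highest peaks of 1 replicate, with no overlap required. For *D. miranda*, the 1000 highest peaks of 1 replicate gave 0.748 to 0.857 for XL, 0.688 to 0.894 for XR and 0.748 to 0.933 for neoX, all below 1, against 1.11 to 1.14 with both replicates; those of replicate 1 (without replicate 2) were not distinguishable from 1. The 1000 widest regions gave 1.29 for XL (p = 0.00382 by the exact test). A top set of 500 changed no call, and a set of 2000 could not be drawn in *D. miranda*, which has 1300 shared regions. The cause of these changes was not tested.

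Differences in median width and value between X-chromosomes and autosomes rested on 1 replicate in most cases. For width, the difference was 0 to 88 bp over the 2 replicates for the *D. melanogaster* X, 57 to 80 bp for XL, 1 to 52 bp for XR and 4 to 46 bp for neoX. In each case the higher value came from replicate 2, which alone passed the threshold. Among the 50% of peaks with the highest value, the width difference was 21.5 bp for XR and 24.8 bp for neoX, past the threshold there and not over all peaks. For the log2 value, the difference was 0 to 0.072 for the *D. melanogaster* X, 0.016 to 0.17 for XR and -0.010 to 0.22 for neoX, and with the 50% of highest values it was 0.022 for the *D. melanogaster* X and 0 for XR and neoX. The cause was not tested, but ties at a few values leave such medians coarse.

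The normalized neighbor distance on the X-chromosome over that on autosomes was 0.989 in *D. melanogaster*, 0.977, 1.00 and 1.00 with the nearest 1, 2 and 3 neighbors, and 1.01 with each replicate alone. For XR it was 0.959, and 0.997, 0.981 and 0.972 with 1, 2 and 3 neighbors; for neoX it was 0.964, and 0.892 with 1 neighbor. Without a replicate it was 0.958 to 1.03 for XL, against 0.875, 1.00 to 1.01 for XR and 0.937 to 1.01 for neoX.

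No paired analysis was possible because the groups that share replicate numbers are different species with their own peak lists, and an input library has no list to pair with its ChIP library. Of the alternatives set before the data were examined, those on GA-repeat content, control sequences and the cytosine at position 4 were not run, as they need a genome sequence. The short *D. miranda* replicate 1 list of 3577 peaks limits how many regions can be shared, and whether its length comes from depth was not tested. The number of aligned reads of *D. melanogaster* replicate 2 is uncertain. With 2 replicates per species, no rank or permutation test across replicates can pass a threshold of 0.05.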

Differences from the paper's values

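For *D. melanogaster* replicate 2 ChIP, the paper reports that 47.38% of reads were aligned, while its counts of 267213 aligned and 5639720 processed reads give 4.74%. The paper's percentage would correspond to 2672099 reads. For the other 7 libraries, the paper's counts give the paper's percentages. No alternative applies to this value.

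The paper's title for Fig 6 describes the in vivo binding sites of both species as X-enriched. Whether the deposited lists are the peak sets behind that figure is not stated in the paper's text. Counted as shared peak regions per Mb, the ratio to autosomes was 1.04 for the *D. melanogaster* X (95% interval 0.937 to 1.16), 1.06 for XR (0.917 to 1.22) and 1.10 for neoX (0.938 to 1.30), none distinguishable from 1, and 1.18 for XL (1.01 to 1.38; exact test, adjusted p = 0.131 over the 4 comparisons). Among the alternatives set before the data were examined, the 50% of peaks with the highest value gave a ratio above 1 with p below the threshold for the *D. melanogaster* X (1.22) and XR (1.40). Replicate 2 alone did so for XR (1.07), as did base pairs covered for XL (1.11), XR and neoX (1.10 each), a reciprocal overlap of 50% for XL (exact test p = 0.0413), and autosomes without Muller element F (1.21) and the length from first to last peak (1.18) for XL, and the top 1000 and top 500 regions did so for the *D. melanogaster* X (1.19 and 1.26). Of the alternatives chosen after seeing the values, the widest 50% of peaks did so for the *D. melanogaster* X (1.24) and neoX (1.39), the 1000 widest regions did so for the *D. melanogaster* X (1.18) and XL (1.29), and the permutation over windows for XL (1.21). Ratios below 1 with p below the threshold were also found among the alternatives set before the data were examined. They were 0.922 for the *D. melanogaster* X from replicate 1 alone, and 0.748 for XL, 0.688 for XR and 0.748 for neoX from the 1000 highest peaks of *D. miranda* replicate 2 alone. Random placements gave means of 1795 and 937 shared regions in *D. melanogaster* and *D. miranda*, against 2223 and 1300 observed. Chance overlap could therefore hide an excess on an X-chromosome in ratios of shared regions. The enrichment the paper reports for motif matches within peaks was not analysed here.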

Other observations

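Chosen after their results were seen were the tests of random positions, of sharing by peak value, of peak width at high values, of overlap beyond chance on the X and of Muller element F. The tests of near misses, of sharing corrected for width, of the widest peaks and of the Muller elements were chosen before their results, but after the lists had been examined. Lists of equal length and the length from the first to the last peak had been set as alternatives before the data were examined.

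Few peaks were shared by the 2 replicates of a species. Random positions, each taken as equally likely, do not account for the overlap, which was 1.24 times the random mean in *D. melanogaster* and 1.39 times in *D. miranda*. Small shifts in position do not account for the unshared peaks. Of the replicate 1 peaks without an overlap, 28.5% in *D. melanogaster* and 35.0% in *D. miranda* lay within 2 kb of a replicate 2 peak, 1.05 and 1.01 times the random mean (one-sided permutation p = 0.002 and 0.419 from 1000 placements), so in *D. melanogaster* shifts could involve only a small part of them. If unshared peaks were mainly those of low enrichment, sharing relative to chance would rise with peak value. In *D. miranda* it was lower in the highest 10% of peaks than in the lowest 10%, by a ratio of 0.633 in replicate 1 (95% interval 0.524 to 0.764) and 0.455 in replicate 2 (0.364 to 0.569). In *D. melanogaster*, the ratio was 1.03 in replicate 1 (0.900 to 1.17) and 0.907 in replicate 2 (0.775 to 1.06), which leaves this explanation open there. Sharing relative to chance did rise with peak value at the top of the replicate 1 list, from 1.35 times the random mean in the 2000 highest peaks to 2.15 times in the 100 highest, but the lowest 10% was also shared 1.41 times as often as at random. In replicate 2 it went from 1.24 times in the 2000 highest to 0.530 times in the 100 highest, counting peaks on the assembled chromosomes only. Whether the unequal lengths of the *D. miranda* lists matter cannot be told apart from the selection by value, since in lists of equal length, 8.33% of replicate 1 peaks were shared and a shorter list overlaps less by construction. Peak width went with sharing in every list. In the widest 10% of peaks, the shared percentage was 46.9 and 45.3 in the *D. melanogaster* replicates and 69.0 and 28.3 in the *D. miranda* replicates, 1.71, 1.56, 2.01 and 2.49 times the random mean, which takes the width into account.

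In *D. miranda*, peaks of high value were shared less than peaks of low value. Chance overlap of wide peaks does not account for this, since after division by the random mean the lowest 10% of peaks was still shared more than the highest 10%, by a factor of at least 1.58 over both lists. A candidate explanation is that high ratios arise over narrow regions with few input reads. The median width of the highest 10% was at most 0.648 times that of the lowest 10% over both lists, which is what this explanation needs, but read counts per peak were not used here. The values of overlapping peaks were only loosely related across replicates, with a Pearson r of 0.075 and a Spearman rho of 0.056 over 2392 overlapping pairs in *D. melanogaster*, and 0.295 and 0.286 over 1403 pairs in *D. miranda*. For peak width they were 0.137 and 0.135 in *D. melanogaster* and 0.354 and 0.228 in *D. miranda*. Random placements gave means of 1795 and 937 shared regions, against 2223 and 1300 observed. Many of the pairs could therefore be chance pairs, which would lower the coefficients. The largest of the adjusted p-values was 0.00655 (permutation tests, 4 relations for each coefficient); these correlations are across peaks, which are not independent replicates. No biological explanation was tested.

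On the *D. melanogaster* X, peak density was near that of the autosomes. It is a hypothesis that chance overlap hides an excess on the X. After subtraction of random overlap, the ratio was 1.38 over windows of 1 Mb (p = 0.226 by permutation), too wide a spread to decide. The X also had the highest ratio of shared regions to the random mean among the *D. melanogaster* chromosomes, 1.34, against 1.16 to 1.29 on the autosomes. Taking the chromosome length from the first to the last peak left the ratio at 1.04, so sequence before the first peak does not account for it. Sequence beyond the last peak stays untested, since both length estimates end there. If narrow peaks, which were shared less, hid an excess, the widest peaks would show it, and the ratio was 1.24 in the widest 50% of each list (exact test p = 0.0118). This does not decide the question, since X peaks are themselves wider in replicate 2 (median 1586 bp against 1498 bp on autosomes), so that selecting by width keeps more of them, and wide peaks overlap more often by chance. An excess on the X among wide peaks therefore stays open.

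Shared regions were dense on Muller element F, for which the paper's S15 Table gives the lowest motif density of each species. The density was 1.32 times that of the other autosomes in *D. melanogaster* (exact 95% interval 0.895 to 1.88, p = 0.12) and 1.86 times in *D. miranda* (1.24 to 2.71, p = 0.00213). Dense or wide peaks overlap more often by chance, and relative to random placements, element F exceeded the other autosomes by 1.06 times in *D. melanogaster* (exact binomial p = 0.722) and 1.24 times in *D. miranda* (p = 0.262). With 31 and 29 regions, chance overlap cannot be told apart from a real difference.

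Relative to Muller elements B and E, shared regions were 1.02 times as dense on element A in *D. melanogaster* and 1.22 times in *D. miranda*, 0.944 and 1.15 times on element C, which is neoX in *D. miranda*, and 0.988 and 1.09 times on element D. All 3 elements had the higher relative density in *D. miranda*, but none of the differences between species exceeded the variation between windows of 1 Mb. The two-sided bootstrap p was 0.108 for A, 0.174 for C and 0.312 for D (0.261, 0.261 and 0.312 after adjustment). A higher relative density on chromosomes that are X-linked only in *D. miranda* was thus not detectable.

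The paper measured clustering of CLAMP sites in S2 and Kc cells. In larvae, shared regions on the *D. melanogaster* X had a mean distance of 63.9 kb to the nearest 4 neighbors, 0.979 times that of random sets, and those on autosomes 67.7 kb, 0.990 times. In *D. miranda*, the normalized distance was 0.858 on XL, 0.940 on XR, 0.944 on neoX and 0.980 on autosomes. No test was run on these distances. The median peak on the X-chromosome was wider than that on autosomes by 44 bp in *D. melanogaster* (mean of the differences in the 2 replicates, permutation p = 0.0113) and by 68.5 bp on XL (p = 0.00781), 26.5 bp on XR (p = 0.194) and 25 bp on neoX (p = 0.27) in *D. miranda*. The median log2 value was higher by 0.036 on the *D. melanogaster* X (permutation p = 0.00205), 0.093 on XR (p = 0.00404) and 0.11 on neoX (p = 0.00771) and lower on XL (difference -0.018, p = 0.195). The adjusted p-values over these 8 comparisons were 0.0181 for the *D. melanogaster* width and 0.0156 for each of the others with p below 0.05. None of these differences passed the threshold in both replicates taken separately.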
